# The gene expression profiles in response to 102 traditional Chinese medicine (TCM) components: a general template for research on TCMs

**DOI:** 10.1038/s41598-017-00535-8

**Published:** 2017-03-23

**Authors:** Chao Lv, Xueting Wu, Xia Wang, Juan Su, Huawu Zeng, Jing Zhao, Shan Lin, Runhui Liu, Honglin Li, Xuan Li, Weidong Zhang

## Abstract

Traditional Chinese medicines (TCMs) have important therapeutic value in long-term clinical practice. However, because TCMs contain diverse ingredients and have complex effects on the human body, the molecular mechanisms of TCMs are poorly understood. In this work, we determined the gene expression profiles of cells in response to TCM components to investigate TCM activities at the molecular and cellular levels. MCF7 cells were separately treated with 102 different molecules from TCMs, and their gene expression profiles were compared with the Connectivity Map (CMAP). To demonstrate the reliability and utility of our approach, we used nitidine chloride (NC) from the root of *Zanthoxylum nitidum*, a topoisomerase I/II inhibitor and α-adrenoreceptor antagonist, as an example to study the molecular function of TCMs using CMAP data as references. We successfully applied this approach to the four ingredients in Danshen and analyzed the synergistic mechanism of TCM components. The results demonstrate that our newly generated TCM data and related methods are valuable in the analysis and discovery of the molecular actions of TCM components. This is the first work to establish gene expression profiles for the study of TCM components and serves as a template for general TCM research.

## Introduction

Traditional Chinese medicine (TCM), a system of ancient medical practices that differs in methodology and philosophy from modern medicine, plays an important role in health maintenance for the peoples of Asia and is considered a complementary or alternative medical system in most Western countries^1^. Despite the important therapeutic value of TCMs, great challenges remain in understanding the scientific basis of TCMs at the molecular level and from a systemic perspective. The recent application of state-of-the-art technologies in chemical biology to characterize commonly used TCM formulae has provided the means to identify biological targets for the active ingredients in TCMs^2, 3^. However, as TCMs contain a large number of ingredients and many of the active ingredients of TCMs have effects on multiple diseases, the combinatorial rules and roles of most TCM formulae in complex diseases remain to be elucidated.

Recently, there has been growing interest in incorporating expression microarrays as an effective technology for drug development. Since the emergence of the Connectivity Map (CMAP), a novel pathway-independent approach employing gene expression profiles, numerous achievements have been made in the field of drug repurposing, target discovery and elucidating mechanisms of action^4^. The CMAP database is a collection of gene expression profiles from cultured human cell lines treated with drugs. Moreover, pattern-matching software was applied to mine these data and compare gene expression signatures to identify connections among small molecules, genes and diseases^5, 6^. The current version of the CMAP (build 02) contains 6100 expression profiles reflecting 1309 bioactive compounds (http://www.broadinstitute.org/cmap/). To date, the CMAP database has been employed in several studies of TCMs. In a recent study published in *Cell*, Liu *et al*.^7^ employed the CMAP database to identify candidate drugs for the treatment of obesity. Celastrol, a pentacyclic triterpene extracted from the roots of *Tripterygium wilfordii* (thunder god vine) plant, increases leptin sensitivity to suppress food intake and dramatically reduce body weight in obese mice. Wen *et al*. used the CMAP database^8^ to identify the model TCM formula Si-Wu-Tang (SWT), which is widely used for women’s health, as a nuclear factor erythroid 2-related factor 2 (Nrf2) activator and phytoestrogen. These studies demonstrate the feasibility of combining microarray-based gene expression profiles with CMAP mining to elucidate the mechanisms of action and discover the targets/pathways of TCM components.

However, compounds in the CMAP database mainly include US Food and Drug Administration (FDA)-approved and experimental drugs, most of which are not derived from TCMs, and research on the gene expression profiles of TCM molecules has been sparse. Thus, the current work seeks to establish the public and unified gene expression profiles of TCM components constructed according to the CMAP database. Gene expression profiles were produced from a human breast cancer epithelial cell line (MCF7) treated with 102 TCM ingredients to clarify the effects of TCM molecules on gene expression levels. The elucidation of the gene expression profiles, targets/pathways of small molecules, and mechanisms of activity of Chinese herbs and TCM formulae by combining the CMAP database and other bioinformatics methods will contribute to the efficacy of pharmacological prediction and drug discovery. As described below, we have employed gene expression profiles to mine molecular functions of TCM components and elucidate the synergistic mechanisms of TCM molecules, and the analytical results were validated with functional experiments.

## Results

### Generation of gene expression profiles for 102 TCM components

The schematic view of data construction and processing is presented in Fig. 1. All molecules were derived from TCMs and were mainly active ingredients in Chinese herbs and TCM formulae. 

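The mapped arrays hold 100 compound entries, glycyrrhizic acid counted as 2 of them, and a mixture of 4 compounds, each in 2 biological replicates of MCF7 cells, a human breast cancer line of luminal type that carries the estrogen receptor. By the labels, 89 entries and the mixture were given at 10 μM and 11 entries at 1 μM, for 12 h. DMSO-treated cells gave 6 arrays in 3 pairs, called pairs A, B and C here: A and C carry different sample codes in their labels and B carries none. The deposited values are log2 of MAS 5.0 signals, which are scaled so that the trimmed mean of every array is the same (500.13 to 500.19 after conversion back to signals). All 15 markers of luminal breast epithelium with a probe set were above the filter described next, KRT18 highest among them, as were 6 of 15 markers of basal or mesenchymal cells, 2 of 12 of blood cells and 1 of 10 of liver cells. The ratio of the 3' to the 5' probe sets of ACTB, which rises when RNA or its labelled copy is shortened, differed between the DMSO pairs: it was 3.68 and 3.72 in pair A, 15.5 and 16.4 in pair B and 3.00 and 2.49 in pair C. One limma model was fitted to log2 of the signal plus 4.32 on 208 arrays, for the 13614 of 22215 probe sets that were above the median of their array in at least 2 arrays. Probe sets were called at a Benjamini-Hochberg adjusted p under 0.05. The test, the filter, 26 gene lists and the rule for naming genes were fixed before the data were examined. Some genes of compounds without a published list are named outside that rule. The paper's text names no DMSO pair for any compound, and the arrays of a treatment are therefore compared with the pair identified for it, where one was, and with all 6 DMSO arrays.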

MCF7 cells were then treated with the derived molecules and total RNA was extracted for microarray analysis. Finally, the gene expression profiles of TCM components were established for the study of TCMs. It is possible that some gene expression profiles of TCM ingredients have been reported in previous studies. However, we produced the gene expression profiles on a unified platform that was more conducive to the collective analysis of the different ingredients. 

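Andrographolide raised genes of the oxidative stress response, emodin raised CYP1A1, berberine lowered DNA replication genes and resveratrol lowered mitosis genes. With andrographolide, a diterpene lactone, SLC7A11, the cystine transporter, had a log2 fold change of 4.50 (standard error 0.26, adjusted p = 3.1e-31) against all 6 DMSO arrays. The heme-degrading enzyme HMOX1 rose by 4.10 and the aldo-keto reductase AKR1C1 by 3.07; against the single pairs the smallest of these 3 changes was 2.59. Of 24 targets of NRF2, the regulator of the oxidative stress response, 21 rose and 1 fell (22 and 1 adjusted over the list alone). With emodin, an anthraquinone, CYP1A1, a target of the aryl hydrocarbon receptor, rose by 6.93 (standard error 0.55, adjusted p = 2.5e-20). With berberine, an isoquinoline alkaloid, the ubiquitin ligase subunit WSB1 rose by 2.96 and CYP26B1, which breaks down retinoic acid, fell by 2.52 (adjusted p = 1.0e-29). Of 28 DNA replication genes 1 rose and 22 fell (the same adjusted over the list alone) with berberine, and CCNE2, a cyclin of S phase entry, fell by 1.19. Resveratrol gave 23 lower and none higher of 30 mitosis genes (24 lower adjusted over the list alone), 18 of them lower against every DMSO pair. ACTB 3'/5' ratios were 7.84 and 6.62 for andrographolide, 8.04 and 9.17 for emodin, 5.22 and 5.24 for berberine and 6.77 and 10.9 for resveratrol, and 2.49 to 3.72 in DMSO pairs A and C.
Against all 6 DMSO arrays every one of the 101 treatments had at least 100 called probe sets, narciclasine most with 9233, then bruceine D with 8728 and japonicone A with 8410. The counts depended on the DMSO pair: 68 treatments had at least 100 probe sets called with the same sign against all 3 pairs, and 42 had under 500 against at least 1 pair.

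**Figure D1:**
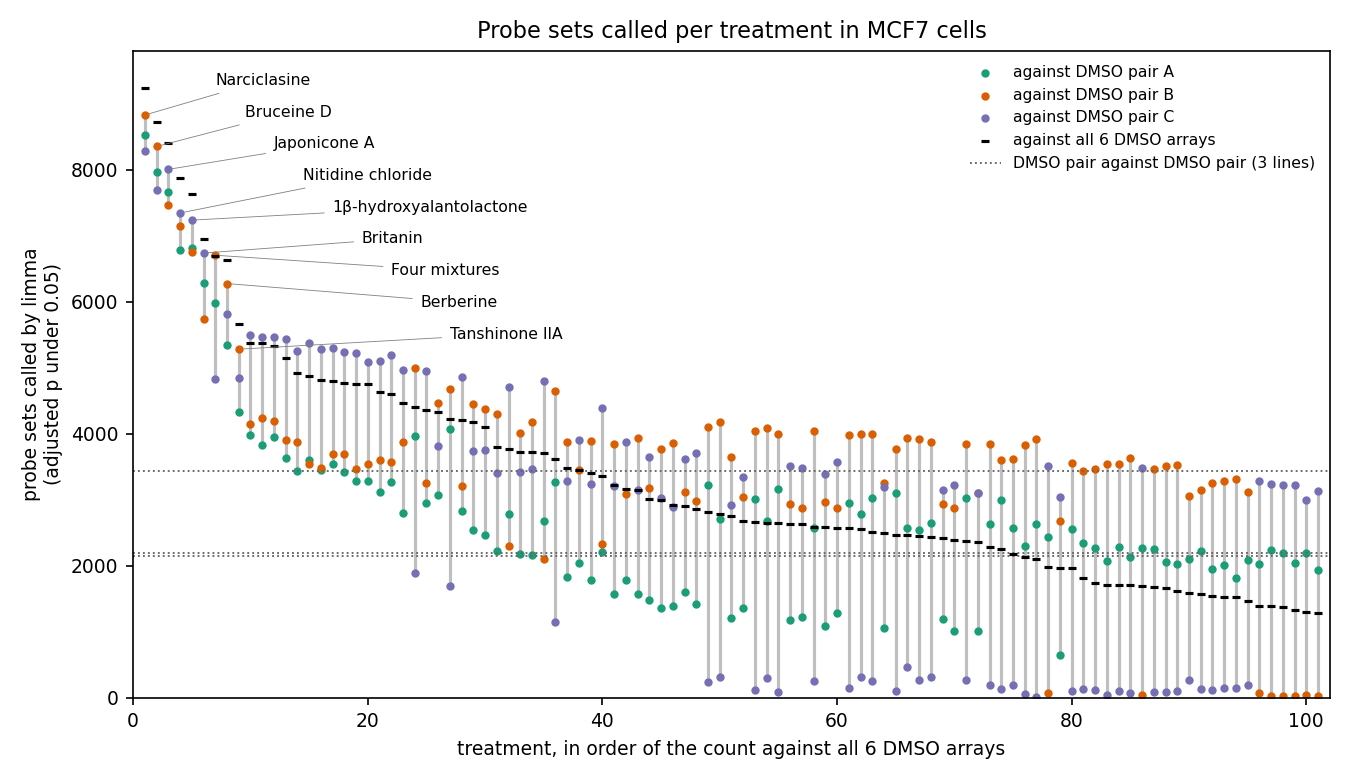
Probe sets called by limma (y axis, adjusted p under 0.05) for each treatment, in order of the count against all 6 DMSO arrays (x axis). Dots give the count against each DMSO pair, dashes the count against all 6 arrays, and dotted lines the counts between DMSO pairs. Narciclasine lies at 9233, and 42 treatments have a dot under 500.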

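DMSO-treated cells of different pairs differed in gene groups that also move with compounds. Of 14 interferon-stimulated genes, 8 were lower in pair A than in pair B and 6 were higher in pair B than in pair C. Of 15 heat shock genes, 9 were lower in pair A than in pair C, and of 27 estrogen-induced genes 11 were. Of 28 DNA replication genes, 12 were lower and 2 higher in pair B than in pair C. Limma called 2142 probe sets between pairs A and B, 2197 between A and C and 3442 between B and C. Glycyrrhizic acid, a saponin of liquorice, is deposited as 2 entries at 10 μM, 1 of which carries an extra code in its label. These differed directly in 3593 probe sets, 520 of them by at least 2-fold, and their ACTB 3'/5' ratios were 6.10 and 5.96 with the code and 3.00 and 3.12 without it. In the entry with the extra code the interferon-stimulated gene IFI27 fell by 2.17 and the transcription factor gene YY1 by 2.67 on the log2 scale against all 6 DMSO arrays. In the other, the transglutaminase gene TGM2 fell by 2.30.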

In total, 102 components are provided in Table 1. The raw data of gene expression profiles of TCM components are available through the National Center for Biotechnology Information’s Gene Expression Omnibus (GEO, http://www.ncbi.nlm.nih.gov/geo/), and the GEO series accession number is GSE85871. The gene expression profile data can be analyzed in combination with public database CMAP and other bioinformatics methods.

**Figure 1:**
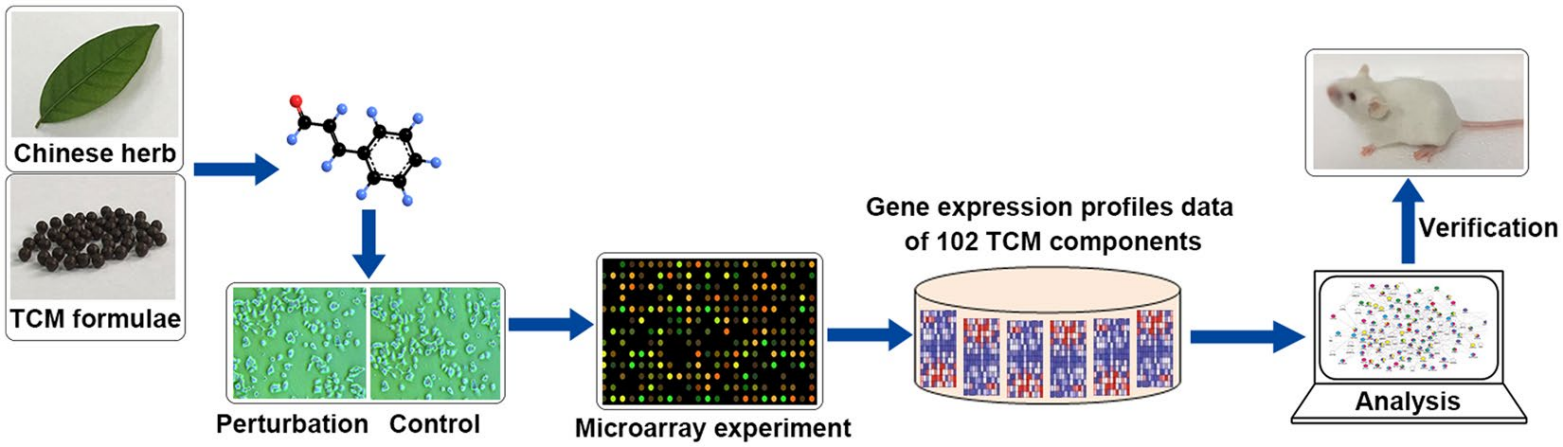
The schematic view of data construction and process.

**Table 1:** The list of 102 molecules in TCMs.

NO.	Molecules	Molecular formula	Concentration	NO.	Molecules	Molecular formula	Concentration
1	Glycyrrhizic acid	C_42_H_62_O_16_	10 μM	52	1β-hydroxyalantolactone	C_15_H_20_O_3_	10 μM
2	Hydroxysafflor yellow A	C_27_H_32_O_16_	10 μM	53	Salvianic acid A sodium	C_9_H_10_O_5_	10 μM
3	Anhydroicaritin	C_21_H_20_O_6_	10 μM	54	Isoalantolactone	C_15_H_20_O_2_	10 μM
4	Hyperoside	C_21_H_20_O_12_	10 μM	55	Alantolactone	C_15_H_20_O_2_	10 μM
5	Hesperidin	C_28_H_34_O_15_	10 μM	56	Resibufogenin	C_24_H_32_O_4_	1 μM
6	Puerarin	C_21_H_20_O_9_	10 μM	57	Bufalin	C_24_H_34_O_4_	1 μM
7	Aconitine	C_34_H_47_NO_11_	10 μM	58	Arenobufagin	C_24_H_32_O_6_	1 μM
8	Stachydrine hydrochloride	C_7_H_14_ClNO_2_	10 μM	59	Cinobufagin	C_26_H_34_O_6_	1 μM
9	Ephedrine hydrochloride	C_10_H_16_ClNO	10 μM	60	Bufotoxin	C_40_H_60_N_4_O_10_	1 μM
10	Berberine	C_20_H_18_NO_4_^+^	10 μM	61	Telocinobufagin	C_24_H_34_O_5_	1 μM
11	Ginkgolide B	C_20_H_24_O_10_	10 μM	62	Bufotaline	C_26_H_36_O_6_	1 μM
12	Bilobalide	C_15_H_18_O_8_	10 μM	63	Cinobufotalin	C_26_H_34_O_7_	1 μM
13	Andrographolide	C_20_H_30_O_5_	10 μM	64	Salidroside	C_14_H_20_O_7_	10 μM
14	Paeoniflorin	C_23_H_28_O_11_	10 μM	65	Daidzin	C_21_H_20_O_9_	10 μM
15	Tanshinone IIA	C_19_H_18_O_3_	10 μM	66	Schisantherin A	C_30_H_32_O_9_	10 μM
16	Lobetyolin	C_20_H_28_O_8_	10 μM	67	Schizandrin	C_24_H_32_O_7_	10 μM
17	Emodin	C_15_H_10_O_5_	10 μM	68	Oxymatrine	C_15_H_24_N_2_O_2_	10 μM
18	Ginsenoside Rg1	C_42_H_72_O_14_	10 μM	69	Matrine	C_15_H_24_N_2_O	10 μM
19	Ginsenoside Rb1	C_54_H_92_O_23_	10 μM	70	Osthole	C_15_H_16_O_3_	10 μM
20	Astragaloside IV	C_41_H_68_O_14_	10 μM	71	Silybin	C_25_H_22_O_10_	10 μM
21	Saikosaponin A	C_42_H_68_O_13_	10 μM	72	Oleanic acid	C_30_H_48_O_3_	10 μM
22	Saikosaponin D	C_42_H_68_O_13_	10 μM	73	Phillyrin	C_27_H_34_O_11_	10 μM
23	Salvianolic acid B	C_36_H_30_O_16_	10 μM	74	Curculigoside	C_22_H_26_O_11_	10 μM
24	Chlorogenic acid	C_16_H_18_O_9_	10 μM	75	Scutellarein	C_15_H_10_O_6_	10 μM
25	Ferulic acid	C_10_H_10_O_4_	10 μM	76	β-ecdysterone	C_27_H_44_O_7_	10 μM
26	Gastrodin	C_13_H_18_O_7_	10 μM	77	Strychnine	C_21_H_22_N_2_O_2_	10 μM
27	Acteoside	C_29_H_36_O_15_	10 μM	78	Magnolol	C_18_H_18_O_2_	10 μM
28	Imperatorin	C_16_H_14_O_4_	10 μM	79	Honokiol	C_18_H_18_O_2_	10 μM
29	Artemisinin	C_15_H_22_O_5_	10 μM	80	Geniposide	C_17_H_24_O_10_	10 μM
30	Resveratrol	C_14_H_12_O_3_	10 μM	81	Gallic acid	C_7_H_6_O_5_	10 μM
31	Hyodeoxycholic acid	C_24_H_40_O_4_	10 μM	82	Notoginsenoside R1	C_47_H_80_O_18_	10 μM
32	Deoxycholic acid	C_24_H_40_O_4_	10 μM	83	Liquiritin	C_21_H_22_O_9_	10 μM
33	Ursodeoxycholic acid	C_24_H_40_O_4_	10 μM	84	L-scopolamine	C_17_H_21_NO_4_	10 μM
34	Chenodeoxycholic acid	C_24_H_40_O_4_	10 μM	85	Gentiopicroside	C_16_H_20_O_9_	10 μM
35	Cholic acid	C_24_H_40_O_5_	10 μM	86	Benzoylhypaconitine	C_31_H_43_NO_9_	10 μM
36	Cinnamic acid	C_9_H_8_O_2_	10 μM	87	Benzoylaconitine	C_32_H_45_NO_10_	10 μM
37	Cinnamaldehyde	C_9_H_8_O	10 μM	88	Tetrahydropalmatine	C_21_H_25_NO_4_	10 μM
38	Muscone	C_16_H_30_O	10 μM	89	Hypaconitine	C_34_H_45_NO_11_	10 μM
39	Isoborneol	C_10_H_18_O	10 μM	90	Glycyrrhizic acid	C_42_H_62_O_16_	10 μM
40	Borneol	C_10_H_18_O	10 μM	91	6-gingerol	C_17_H_26_O_4_	10 μM
41	Benzyl benzoate	C_14_H_12_O_2_	10 μM	92	Macrozamin	C_13_H_24_N_2_O_11_	10 μM
42	Ginsenoside Rb3	C_53_H_90_O_22_	10 μM	93	Sennoside A	C_42_H_38_O_20_	10 μM
43	Ginsenoside Rc	C_53_H_90_O_22_	10 μM	94	Oridonin	C_20_H_28_O_6_	1 μM
44	Ginsenoside Rb2	C_53_H_90_O_22_	10 μM	95	Dioscin	C_45_H_72_O_16_	1 μM
45	Ginsenoside Re	C_48_H_82_O_18_	10 μM	96	(+) 2-(1-hydroxyl-4-oxocyclohexyl) ethyl caffeate	C_17_H_20_O_6_	10 μM
46	Ginsenoside Rd	C_48_H_82_O_18_	10 μM	97	Bruceine D	C_20_H_26_O_9_	10 μM
47	Nitidine chloride	C_21_H_18_ClNO_4_	10 μM	98	Narciclasine	C_14_H_13_NO_7_	10 μM
48	Protocatechuic aldehyde	C_7_H_6_O_3_	10 μM	99	Santonin	C_15_H_18_O_3_	10 μM
49	Britanin	C_19_H_26_O_7_	10 μM	100	Ainsliadimer A	C_30_H_34_O_7_	1 μM
50	Japonicone A	C_32_H_40_O_7_	10 μM	101	Chelerythrine	C_21_H_18_NO_4_^+^	1 μM
51	Bacopaside I	C_46_H_74_O_20_S	10 μM	102	Sanguinarine	C_20_H_14_NO_4_^+^	1 μM

### Analysis of TCM component activities

We first performed a comparison analysis between the gene expression profiles in response to TCM components and the CMAP database to discover their molecular functions. Nitidine chloride (NC, Fig. 2a) is a natural phytochemical alkaloid and a major active compound isolated from the well-known traditional Chinese medicinal herb *Zanthoxylum nitidum* (Roxb.) DC. Previous studies have reported that NC is a potential anti-tumour drug via the modulation of multiple targets/pathways^9–11^. 

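Nitidine chloride was given at 10 μM, and its 2 arrays had ACTB 3'/5' ratios of 11.6 and 11.0. The published query list was used to find the paper's DMSO pair. All 752 probe sets of the nitidine chloride list in Supplementary Data 1 meet the paper's ratio rule against pair B, while 90.03% meet it against pair A and 91.22% against pair C. Pair B is therefore called the paper's pair for nitidine chloride, and values against it are given first and those against all 6 DMSO arrays second. This criterion was chosen after the values were seen. The overlap measure fixed in advance, the Jaccard index of the published list with the list from the rule, was 0.129 for pair B and identified no pair, because the rule also selects probe sets that the published list leaves out. Under that earlier plan all 6 DMSO arrays serve as the control. In simulated nitidine chloride arrays with 200 changed probe sets, limma recovered 98.5% of changes of 2 log2 units against pair B and 41.8% of changes of 0.5, and 10 of 148 calls were false. Apart from these changes and replicate noise, the simulated arrays matched their DMSO control. False calls from differences between sets of arrays are therefore not counted.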

In the present study, the gene expression profiles of NC-treated MCF7 cells were selected to search the CMAP database. 

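With nitidine chloride CYP1A1, GDF15 and GADD45A were among the 10 genes that rose most, and VPS13B, ATXN1 and DPYD among the 10 that fell most. VPS13B, DPYD and MBD5 are long genes. CYP1A1, a cytochrome P450 induced through the aryl hydrocarbon receptor, had a signal of 3489 ± 46.1 (SD, n = 2) against 24.9 ± 18.2 (SD, n = 6) with DMSO. Its log2 fold changes against pair B and all 6 DMSO arrays were 6.15 (standard error 0.68, adjusted p = 5.8e-14) and 7.19 (standard error 0.55, adjusted p = 7.8e-23). GDF15, a stress-induced cytokine, reached 4876 ± 22.6 (SD, n = 2) against 590 ± 192 (SD, n = 6), with log2 fold changes of 3.11 and 3.10 and a probe set that shares probes with other sequences. GADD45A, a p53 target that acts in cell cycle arrest, reached 2495 ± 578 (SD, n = 2) against 302 ± 32.8 (SD, n = 6), with changes of 3.20 and 3.02. The death receptor gene FAS rose by 2.87 and 2.79, the kinase gene PLK3 by 2.80 and 2.88 and IGFBP3, which binds insulin-like growth factors, by 3.31 and 3.06. The other increases among the 10 largest were the retinal dehydrogenase ALDH1A3 (3.70 and 3.80), NHLH2 (3.55 and 3.38), SERPINB5 (3.96 and 3.14) and SCNN1A (2.93 and 3.11). VPS13B fell from 865 ± 118 (SD, n = 6) with DMSO to 37.7 ± 20.1 (SD, n = 2), with log2 fold changes of -4.66 (standard error 0.12, adjusted p = 1.1e-62) and -4.45 (standard error 0.10, adjusted p = 7.6e-70). The ataxin gene ATXN1 changed by -4.28 and -4.17, DPYD, which breaks down pyrimidines, by -4.60 and -4.12, the prolactin receptor PRLR by -4.12 and -3.76 and the cell polarity gene PARD3 by -3.85 and -3.86. The remaining decreases, ATRNL1, MBD5, HS3ST3A1, PLCB1 and ZDHHC14, lay between -3.97 and -3.72 against pair B. The largest adjusted p among the 20 genes was 5.8e-05, for PLK3 against pair B and for SERPINB5 against all 6.
In all, 7148 probe sets were called against pair B, 3495 higher and 3653 lower, 2109 of them by at least 2-fold. Against all 6 DMSO arrays 7876 were called, 3793 higher and 4083 lower, 1938 by at least 2-fold. Of the 752 published probe sets 682 were tested, and all 682 were called in the published direction against pair B. That list was chosen on these arrays, so this count is not independent evidence. The 2 treated arrays limit the precision of each value, and limma estimates the spread over all treatments, from the replicate arrays within each. Standard errors and p values therefore leave out the spread between DMSO pairs.

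**Figure D2:**
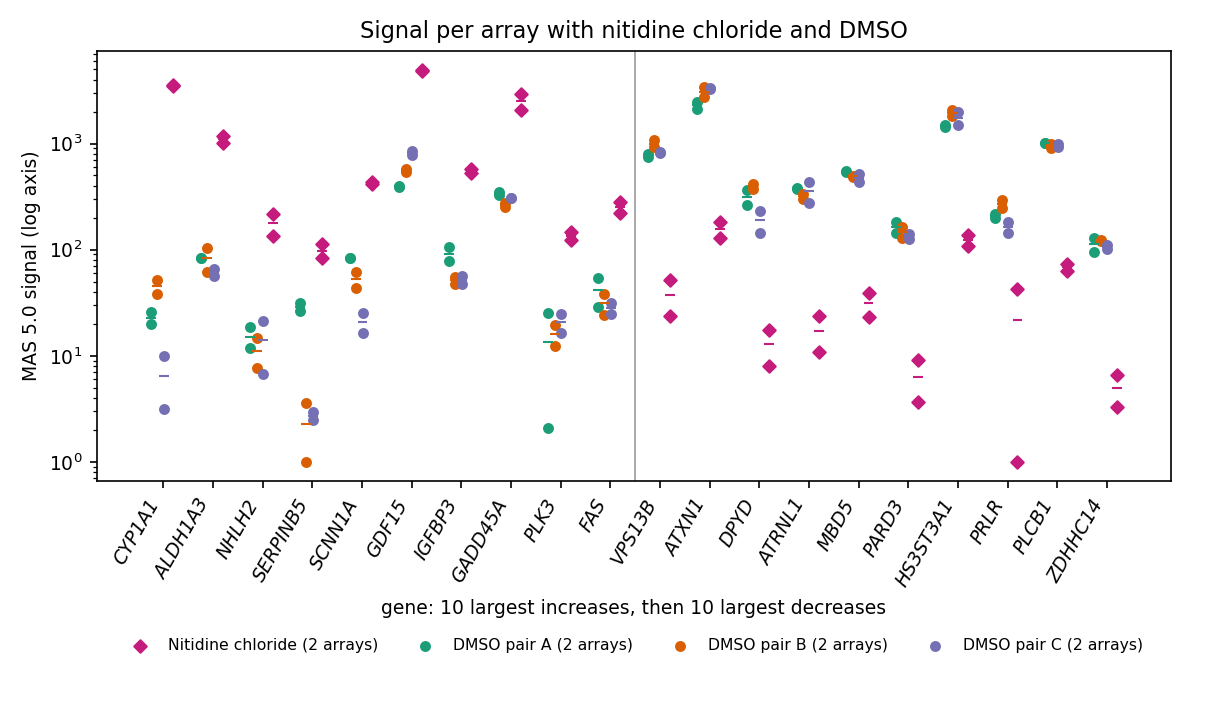
MAS 5.0 signal (y axis, log scale) of the 10 genes with the largest increases and the 10 with the largest decreases with nitidine chloride (x axis), per array. Diamonds are the 2 nitidine chloride arrays, circles the arrays of DMSO pairs A, B and C, and short lines the means of 2 arrays. For every gene both diamonds lie beyond all 6 circles, which the rule for naming these genes requires.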

The query signature consisted of 752 genes (173 up-regulated and 579 down-regulated; Supplementary Data 1) that were simultaneously submitted to the CMAP database for analysis.

**Figure 2:**
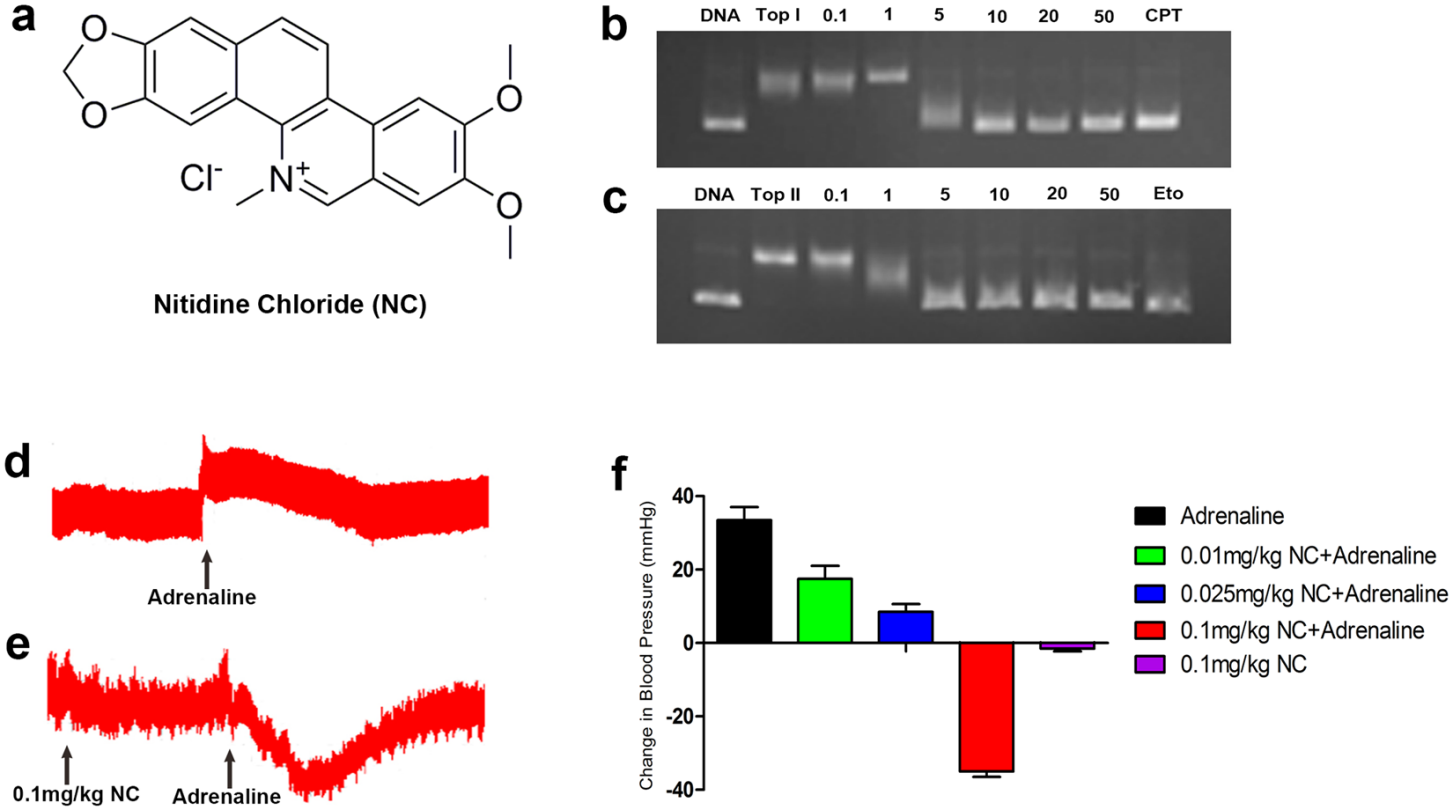
The results of validation experiments. (**a**) Chemical structure of NC. (**b**) Effect of NC on TopI mediated DNA relaxation indifferent concentration. Lane 1, supercoiled pBR322 plasmid DNA; lane 2, DNA + TopI; lane 3–8, DNA + TopI + NC (0.1, 1, 5, 10, 20, 50 μM); lane 9, DNA + TopI + 50 μM camptothecin. (**c**) Inhibition of TopII relaxation activity. Lane 1, supercoiled pBR322 plasmid DNA; lane 2, DNA + TopII; lane 3–8, DNA + TopII + NC (0.1, 1, 5, 10, 20, 50 μM); lane 9, DNA + TopII + 50 μM etoposide. (**d**) The effect of adrenaline (5 μg/kg) on arterial blood pressure. (**e**) NC (0.1 mg/kg) caused reversal of the adrenaline pressor response. (**f**) The effect of NC (0.01, 0.025, 0.1 mg/kg) on the arterial blood pressure response to adrenaline.

The similarity between the gene expression profiles of the query signature and a CMAP instance was measured using the connectivity score (from −1 to 1). A highly positive connectivity score indicates inducement of the expression of the query signature by the corresponding drug. The CMAP yielded highly positive connectivity scores for NC-treated MCF7 cells. 

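In the cells that gave this query, targets of p53 and of the aryl hydrocarbon receptor were higher, and estrogen-induced and mitosis genes were lower. Of 23 p53 targets, 16 rose and 1 fell (the same adjusted over the list alone) against pair B, and 16 rose and 0 fell (16 and 1 adjusted over the list alone) against all 6 DMSO arrays. The cell cycle inhibitor gene CDKN1A rose by 2.30 and 2.46 and the repair gene DDB2 by 2.32 and 2.09, while MDM2, the p53 ubiquitin ligase, had log2 fold changes of -0.42 (adjusted p = 0.256) and -0.19 (adjusted p = 0.558). Of 8 targets of the aryl hydrocarbon receptor, 5 rose and 0 fell (the same adjusted over the list alone) against pair B and 6 rose and 0 fell (the same adjusted over the list alone) against all 6; CYP1B1 rose by 1.42 and 1.57. Of 27 estrogen-induced genes, 1 rose and 22 fell (the same adjusted over the list alone) and 1 rose and 22 fell (2 and 23 adjusted over the list alone). Among them were the progesterone receptor PGR (-3.12 and -3.39), GREB1 (-2.65 and -2.61), EGR3 (-1.70 and -2.04) and SERPINA1 (-1.38 and -2.14). Of 30 mitosis genes, 0 rose and 20 fell (the same adjusted over the list alone) and 0 rose and 24 fell (0 and 25 adjusted over the list alone), with the kinesin CENPE at -1.58 and -1.52, TPX2 at -0.90 and -1.17 and BUB1B at -0.89 and -0.96. Of 26 genes of the integrated stress response, which ATF4 drives, 17 rose and 2 fell (the same adjusted over the list alone) and 16 rose and 3 fell (the same adjusted over the list alone); ATF3 rose by 2.23 and 2.23, CHAC1 by 2.52 and 2.12, DDIT4 by 1.90 and 1.63 and the amino acid transporter SLC7A5 by 1.30 and 1.27.

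Camera, limma's test of a list against the other genes, gave adjusted p = 1.5e-10 and 4.6e-10 for p53 targets, adjusted p = 0.0018 and 2.7e-04 for aryl hydrocarbon receptor targets and adjusted p = 4.4e-07 and 8.0e-08 for estrogen-induced genes. For mitosis it gave adjusted p = 2.7e-04 and 2.3e-05, and for the integrated stress response adjusted p = 0.0029 and 0.00533. These 5 calls also hold with an estimated correlation, and the other 21 lists were not called against either control. Estrogen-induced genes also differ between DMSO pairs, and the ACTB ratio of the nitidine chloride arrays lay between those of pair B and of pairs A and C. Camera also called the estrogen list, mostly lower, for salvianic acid A sodium and protocatechuic aldehyde, whose paper's pair is also B. EGR3 had -1.28 and -1.24 with them against all 6 DMSO arrays, a smaller fall than with nitidine chloride. SERPINA1 also fell and SCNN1A rose with both. How much of these changes is particular to nitidine chloride was not tested.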

In the detailed results of CMAP analysis, the top 10 instances of positive correlations are presented in Table 2. The results revealed a total of five compounds in the top ten instances, including irinotecan, phenoxybenzamine, hycanthone, camptothecin, and daunorubicin. Among these five compounds, irinotecan and camptothecin are topoisomerase I inhibitors, and daunorubicin is a topoisomerase II inhibitor, as reported in previous studies^12–14^. Furthermore, phenoxybenzamine is a known α-adrenoreceptor antagonist in the treatment of hypertension, but there have been no reports that NC acts as an α-adrenoreceptor antagonist. An extension of this finding would be to hypothesize that NC might perform activities based on same or similar activities as the compounds with the highest positive connectivity scores.

**Table 2:** Top CMAP analysis of nitidine chloride in detailed results.

Rank	Batch	Cmap name	Dose	Cell	Score
1	1090	irinotecan	100 µM	MCF7	1
2	1082	irinotecan	100 µM	MCF7	0.917
3	726	phenoxybenzamine	12 µM	MCF7	0.895
4	758	phenoxybenzamine	12 µM	MCF7	0.871
5	1091	irinotecan	100 µM	PC3	0.792
6	708	hycanthone	11 µM	MCF7	0.781
7	687	camptothecin	11 µM	MCF7	0.747
8	1084	daunorubicin	1 µM	MCF7	0.746
9	755	phenoxybenzamine	12 µM	MCF7	0.741
10	1088	daunorubicin	1 µM	MCF7	0.727

Topoisomerase I/II are main targets for antitumor drugs, and some studies have reported that NC inhibits topoisomerase activities^15–17^. However, few reports have conducted experiments on the simultaneous inhibition of topoisomerase I/II activities by NC. To validate the topoisomerase I/II inhibitory activity of NC, we evaluated the effect of NC on the stabilization of the cleavable complex that forms in the presence of topoisomerase I/II and DNA. As illustrated in Fig. 2b and c, NC was active against the topoisomerase I/II-mediated relaxation of supercoiled DNA. In addition, the effect of NC completely inhibited topoisomerase I at a concentration of 10 μM and completely inhibited the cleavage activity of topoisomerase II at 5 μM.

Furthermore, to validate the function of NC as an α-adrenoreceptor antagonist, we performed the classic adrenaline reversal experiment. α-Adrenoreceptor-blocking agents have the ability to cause a reversal of the adrenaline pressor response^18^. Adrenaline administration to animals results in an increased mean arterial blood pressure given that its α-receptor agonist properties predominate. However, when an α-adrenoreceptor antagonist is present, the β-receptor agonist property of adrenaline plays a leading role and causes a decrease in arterial pressure or reversal of the pressor response. As shown in Fig. 2d and e, after rats were injected with adrenaline (5 μg/kg), the arterial blood pressure increased abruptly. However, after pre-treatment with an injection of NC (0.1 mg/kg) followed by an injection of adrenaline (5 μg/kg), the arterial blood pressure significantly decreased. In addition, NC dose-dependently reduced the adrenaline pressor response (Fig. 2f). NC (0.1 mg/kg) caused a significant reversal of adrenaline pressor response with a reduction to normal levels (35 ± 1.4 mmHg).

In summary, most molecules have more than one effect, especially TCM molecules. The results of CMAP analysis showed that topoisomerase I/II inhibitor and α-adrenoreceptor antagonist produced high positive connectivity scores. 

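In the same arrays the mRNAs of the topoisomerases that the paper assayed were lower, by less than 2-fold. TOP1, topoisomerase I, had a signal of 3340 ± 125 (SD, n = 2) with nitidine chloride and 4498 ± 233 (SD, n = 6) with DMSO, and log2 fold changes of -0.35 (standard error 0.09, adjusted p = 3.1e-04) and -0.43 (standard error 0.07, adjusted p = 9.6e-08) against pair B and all 6 DMSO arrays. TOP2A, topoisomerase IIα, had log2 fold changes of -0.37 (standard error 0.07, adjusted p = 5.3e-07) and -0.38 (standard error 0.05, adjusted p = 9.0e-10). TOP2B changed by -0.52 and -0.45, TDP1, which removes stalled topoisomerase I from DNA, by -0.79 and -0.89, and TOP3A by 0.52 (adjusted p = 0.0285) and 0.37 (adjusted p = 0.0498). Of 7 topoisomerase genes, 1 rose and 4 fell (2 and 4 adjusted over the list alone) against pair B and 1 rose and 4 fell (the same adjusted over the list alone) against all 6, and camera did not call the list (adjusted p = 0.427 and 0.227). Of 22 genes of DNA damage and repair, 2 rose and 8 fell (the same adjusted over the list alone) and 4 rose and 11 fell (the same adjusted over the list alone); camera gave adjusted p = 0.461 and 0.284. XRCC4, which joins DNA ends, fell (-1.96 and -2.19), as did the checkpoint kinase CHEK1 (-0.84 and -0.94). Of the adrenoceptor genes only ADRA2C was tested, and it did not pass, at 0.09 (standard error 0.20, adjusted p = 0.737) and 0.05 (standard error 0.16, adjusted p = 0.829). The log2 fold change of ADRA2C with nitidine chloride was -0.15 against pair A alone. mRNA levels do not measure the activity of these proteins. From the high connectivity scores of irinotecan, camptothecin, daunorubicin and phenoxybenzamine in Table 2, the paper proposes that nitidine chloride might act like the compounds that score highest, and it then tested topoisomerase activity and the adrenaline response.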

After topoisomerase I/II inhibitory activity assays and adrenaline reversal experiments, NC was validated as an effective topoisomerase I/II inhibitor and candidate α-adrenoreceptor antagonist.

### Synergistic mechanism of TCM components

TCMs consist of numerous ingredients, and the therapeutic effect of TCMs mainly originates from the synergistic effect of these multiple components^19^. Synergy is one of the fundamental advantages of multicomponent therapeutics, indicating that combinational effects are greater than the sum of the individual effects^20, 21^. However, the mechanisms of synergistic action remain poorly understood. We attempted to conduct a systematic analysis to explore the rationality of the synergistic effects of the principal compounds in Danshen (*Salvia miltiorrhiza* roots). Danshen is one of the most versatile TCMs based on its properties of improving microcirculation, causing coronary vasodilatation, suppressing the formation of thromboxane, inhibiting platelet adhesion and aggregation, and protecting against myocardial ischemia, among other effects^22, 23^. Therefore, Danshen has been used to treat cardiovascular diseases, including coronary artery disease, hypercholesterolemia, hypertension, arrhythmias, and other cardiovascular diseases, for hundreds of years^23^.

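Tanshinone IIA is a diterpene quinone, salvianic acid A sodium and protocatechuic aldehyde are small catechols, and salvianolic acid B is a larger polyphenol. Each was given to MCF7 cells at 10 μM on 2 arrays. The mixture was also on 2 arrays, and its label gives 10 μM and equal parts without saying whether 10 μM is the total or the dose of each compound. By the containment of the published lists in Supplementary Data 2, as for nitidine chloride, the paper's pair is A for tanshinone IIA and salvianolic acid B, B for salvianic acid A sodium and protocatechuic aldehyde, and C for the mixture. Every published probe set meets the ratio rule against that pair, and 31.19 to 67.94% of each list meets it against the others. The mean signals of the 3 pairs differ, so that comparisons between compounds with different pairs also compare the pairs. ACTB 3'/5' ratios were 2.04 and 2.56 for the mixture, 6.19 and 7.59 for tanshinone IIA, 7.46 and 8.99 for salvianolic acid B, 12.0 and 13.7 for salvianic acid A sodium and 12.3 and 10.2 for protocatechuic aldehyde.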

In this work, we selected the four main active components (tanshinone IIA, salvianic acid A sodium, protocatechuic aldehyde and salvianolic acid B) in Danshen to elucidate their synergistic effect in the treatment of cardiovascular diseases. In this study, the differential expression levels of genes in MCF7 cells treated with each compound and four mixtures (Supplementary Data 2) were selected and analyzed in the CMAP database. 

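Values are given against the paper's pair and then against all 6 DMSO arrays. Tanshinone IIA raised CYP1A1, with log2 fold changes of 3.42 (standard error 0.68, adjusted p = 2.5e-05) and 3.60 (standard error 0.55, adjusted p = 3.7e-08), and SLC7A11, the cystine transporter, with 3.48 (standard error 0.31, adjusted p = 2.2e-17) and 3.26 (standard error 0.26, adjusted p = 2.7e-21). It also raised the cytokine GDF15 (2.73 and 2.22), the growth factor HBEGF (2.08 and 2.20), the clock gene NR1D2 (2.15 and 2.20), KLHL24 (1.96 and 2.22), SLC9A2 (2.40 and 2.78), WASL (2.20 and 2.34), ZMYM2 (2.13 and 2.32) and GABRP (1.24 and 2.37). MUC5AC, a mucin whose probe set shares probes with other sequences, fell (-2.66 and -2.84), as did EBP, an enzyme of cholesterol synthesis (-2.65 and -2.48), GLRX3 (-2.71 and -2.43), EIF2S2 (-2.21 and -2.37) and FKBP2 (-1.74 and -2.17). ZC2HC1C passed only against all 6 (adjusted p = 0.118 against pair A).

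Salvianic acid A sodium and protocatechuic aldehyde over the same DMSO pair had several genes in common among the largest changes. TNS3, a focal adhesion protein, rose by 2.20 and 2.40 with the first and 2.19 and 2.39 with the second, and CCN5 by 2.22 and 2.32 with the first and 2.28 and 2.39 with the second. EPAS1, a hypoxia-inducible factor, rose by 1.68 and 2.15 with salvianic acid A sodium and 1.55 and 2.02 with protocatechuic aldehyde. CDSN, of the cornified layer of skin, fell in both (-3.19 and -2.99, and -3.12 and -2.92), as did S100A7 (-2.48 and -2.69, and -2.38 and -2.59) and MSMB (-2.09 and -2.42, and -2.13 and -2.46). SERPINA1 fell by 2.98 and 3.07 with salvianic acid A sodium, and SERPINA3 by 1.87 and 2.12. The kinesin KIF5C (2.92 and 2.58) and the sulfatase SULF1 (2.35 and 2.09) rose with protocatechuic aldehyde. HOXB2, KCNQ1, IFNA17 and CLSPN with salvianic acid A sodium passed only against all 6 (adjusted p against pair B from 0.058 to 0.201), as did CGA and TCF3 with protocatechuic aldehyde (0.246 and 0.0612). The 2 compounds differed from each other directly in 44 probe sets, and protocatechuic aldehyde from bacopaside I, a saponin from another plant, in 41. Over pair B the log2 fold changes of the 2 compounds correlated across probe sets with Pearson's r of 0.738. Simulated unchanged groups over 1 shared pair gave 0.5, so a shared control alone makes such changes agree in part.

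With salvianolic acid B the collagen genes COL4A5 (0.73 and 1.89) and COL5A1 (0.85 and 1.43), GABRP (1.66 and 2.80), STON1 (0.99 and 1.43) and TMT1A (0.80 and 1.41) rose. The cell cycle factor E2F1 (-1.91 and -1.77), the protease TMPRSS2 (-2.36 and -1.97), TAF1C (-2.06 and -1.94) and PYCR3 (-1.37 and -1.63) fell. Another 10 of its 20 named genes passed only against all 6, KIF5C and CTSS among them (adjusted p = 0.118 and 0.112 against pair A). Directly, salvianolic acid B differed from astragaloside IV, an unlike compound, in 0 probe sets and from 13 of 100 treatments in under 100. Its changes therefore cannot be told from changes shared with those treatments. Limma called 4333 probe sets for tanshinone IIA, 2099 for salvianic acid A sodium, 2333 for protocatechuic aldehyde and 1223 for salvianolic acid B against the paper's pair. Against all 6 it called 5656, 3712, 3364 and 2630. Leaving out 1 array took these counts to as few as 2829, 1344, 1436 and 438 against the paper's pair and 3573, 2154, 1935 and 1295 against all 6.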

Only drugs associated with cardiovascular diseases with positive connectivity scores and p < 0.01 were summarized (Table 3). 

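The mixture raised stress response genes and lowered estrogen-induced, luminal and DNA replication genes. Values are against pair C and then against all 6 DMSO arrays. CYP1A1 had log2 fold changes of 8.00 (standard error 0.68, adjusted p = 1.7e-19) and 6.79 (standard error 0.55, adjusted p = 7.1e-21), and HSPA6, an inducible heat shock protein, 5.00 (standard error 0.40, adjusted p = 3.8e-21) and 5.69 (standard error 0.33, adjusted p = 9.4e-32). ATF3 (3.44 and 3.72) and DDIT3 (3.12 and 3.62), transcription factors of the integrated stress response, rose, as did SLC7A11 (3.89 and 3.98), HMOX1 (2.82 and 3.13), GADD45A (3.47 and 3.49), the signalling regulator RGS2 (3.79 and 3.66), HBEGF (2.79 and 3.38) and the elongation factor ELL2 (3.25 and 3.25). EGR3, an estrogen-induced transcription factor, fell (-3.21 and -2.64), with CYP26B1 (-3.02 and -2.51), the phosphatase DUSP4 (-2.29 and -2.52), TRIM14 (-2.08 and -2.53), TRIB2 (-1.78 and -2.30), MUC5AC (-2.26 and -2.53), INHBA (-2.86 and -2.23), TRMT2A (-3.35 and -2.25) and BMP5 (-1.74 and -2.23). RASGRP1 changed by -0.82 and -2.40, and its DMSO signal ranged from 166 to 1446. The DMSO signal of TRMT2A ranged from 7.26 to 98.4, near the lowest signals, and its mean with the mixture was 5.45.

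Of 26 integrated stress response genes, 21 rose and 1 fell (the same adjusted over the list alone) against pair C and 22 rose and 1 fell (23 and 1 adjusted over the list alone) against all 6, with the amino acid transporter subunit SLC3A2 at 2.16 and 2.79. Of 24 NRF2 targets, 15 rose and 3 fell (the same adjusted over the list alone) and 14 rose and 3 fell (15 and 3 adjusted over the list alone), with GCLM, of glutathione synthesis, at 1.33 and 1.18. Of 8 aryl hydrocarbon receptor targets, 5 rose and 0 fell (the same adjusted over the list alone) and 5 rose and 0 fell (5 and 1 adjusted over the list alone), with TIPARP at 1.78 and 1.72. Of 9 histone genes, 6 rose and 1 fell (the same adjusted over the list alone) and 6 rose and 1 fell (the same adjusted over the list alone), with the linker histone H1-2 at 1.09 and 1.26. Of 28 DNA replication genes, 1 rose and 22 fell (the same adjusted over the list alone) and 2 rose and 21 fell (the same adjusted over the list alone). CCNE2 (-1.17 and -0.91) and GINS1 (-0.87 and -0.82) fell, and ORC1 (0.66 and 0.90) rose. Of 15 luminal markers, 0 rose and 13 fell (0 and 14 adjusted over the list alone) and 1 rose and 12 fell (1 and 13 adjusted over the list alone), with the estrogen receptor ESR1 at -1.07 and -0.91 and ERBB3 at -0.83 and -0.88. Of 27 estrogen-induced genes, 1 rose and 13 fell (the same adjusted over the list alone) and 4 rose and 16 fell (the same adjusted over the list alone), with the chemokine CXCL12 at -2.13 and -1.94 and cyclin D1 (CCND1) at -1.80 and -1.99. Of 23 p53 targets, 12 rose and 3 fell (the same adjusted over the list alone) and 11 rose and 4 fell (the same adjusted over the list alone), and MDM2 fell (-1.17 and -1.42). Camera called these 8 lists against both controls, and none was lost with an estimated correlation. Its adjusted p values ran from 4.4e-17 for the integrated stress response to 0.0127 for histones against pair C, and from 1.6e-17 to 0.0136, for p53 targets, against all 6. Of 15 heat shock genes, 6 rose and 3 fell (the same adjusted over the list alone) and 9 rose and 4 fell (the same adjusted over the list alone); this list was called against all 6 only (adjusted p = 0.157 and 0.00654). The other 17 lists were not called. Limma called 4830 probe sets against pair C, 2288 higher and 2542 lower, and 6686 against all 6, 3236 higher and 3450 lower.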

The CMAP analysis results of four mixtures suggested that 11 drugs were related to cardiovascular diseases, including cardiovascular agents, cardiotonic agents, vasodilator agents, anti-arrhythmia agents, antihypertensive agents and calcium channel blockers. Most of these drugs ranked at or near the top, which indicated significant positive enrichment. However, the CMAP analysis results of single compounds indicated that fewer drugs were associated with cardiovascular diseases and received a lower ranking. 

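Counts are given against the paper's pair and then against all 6 DMSO arrays. With tanshinone IIA, of 30 mitosis genes 0 rose and 22 fell (0 and 23 adjusted over the list alone) and 0 rose and 23 fell (0 and 25 adjusted over the list alone); BIRC5, an inhibitor of apoptosis that acts in mitosis, changed by -0.94 and -0.84 and the kinase CDK1 by -0.72 and -0.76. Of 28 DNA replication genes, 1 rose and 16 fell (1 and 17 adjusted over the list alone) and 1 rose and 18 fell (the same adjusted over the list alone), with CDC45 (-0.90 and -0.83) and FEN1 (-0.90 and -0.82) lower and CDT1 (0.59 and 0.75) higher. Of 24 NRF2 targets, 15 rose and 0 fell (16 and 0 adjusted over the list alone) and 15 rose and 1 fell (the same adjusted over the list alone), with AKR1C1 at 1.07 and 0.97. Of 26 integrated stress response genes, 14 rose and 2 fell (18 and 3 adjusted over the list alone) and 18 rose and 1 fell (the same adjusted over the list alone), with ATF3 at 2.01 and 1.74 and DDIT3 at 2.03 and 1.93. Of 8 aryl hydrocarbon receptor targets, 6 rose and 0 fell (8 and 0 adjusted over the list alone) and 5 rose and 0 fell (6 and 0 adjusted over the list alone), and TIPARP rose by 0.38 and 0.39. Of 34 short-lived transcripts, 17 rose and 7 fell (18 and 7 adjusted over the list alone) and 18 rose and 7 fell (21 and 7 adjusted over the list alone). Camera called these 6 lists against both controls, from 7.5e-11 (adjusted p) for mitosis to 3.3e-04 for short-lived transcripts against pair A. Hypoxia and glycolysis passed against pair A only and not with an estimated correlation (adjusted p = 0.0542 with an estimated correlation). p53 targets, DNA damage and repair, heat shock and luminal markers passed against all 6 only, the last with adjusted p = 0.191 with an estimated correlation.

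With salvianic acid A sodium, of 15 heat shock genes 0 rose and 11 fell (the same adjusted over the list alone) and 0 rose and 11 fell (1 and 11 adjusted over the list alone), with FKBP4 at -0.53 and -1.06. With protocatechuic aldehyde, 0 rose and 7 fell (0 and 12 adjusted over the list alone) and 0 rose and 10 fell (2 and 12 adjusted over the list alone), with HSPH1 at -0.68 and -0.57. Of 27 estrogen-induced genes, 1 rose and 13 fell (2 and 13 adjusted over the list alone) and 0 rose and 17 fell (2 and 17 adjusted over the list alone) with the first, and 2 rose and 11 fell (2 and 12 adjusted over the list alone) and 4 rose and 15 fell (5 and 17 adjusted over the list alone) with the second, GREB1 at -1.08 and -1.04 among them. Of 9 histone genes, 0 rose and 4 fell (0 and 5 adjusted over the list alone) and 0 rose and 4 fell (the same adjusted over the list alone) with the first and 0 rose and 4 fell (the same adjusted over the list alone) and 0 rose and 4 fell (1 and 4 adjusted over the list alone) with the second; H4C8 was at -0.80 and -0.90 with the first and -0.84 and -0.95 with the second. Of 14 interferon-stimulated genes, 0 rose and 10 fell (0 and 11 adjusted over the list alone) and 0 rose and 7 fell (0 and 9 adjusted over the list alone) with salvianic acid A sodium, whose ISG20 changed by -1.55 and -1.51. With protocatechuic aldehyde, 0 rose and 9 fell and 0 rose and 5 fell (both the same adjusted over the list alone). Against all 6 the interferon call does not hold with an estimated correlation for either (adjusted p = 0.1 and 0.16 with an estimated correlation), and IFI27 and IFI6, at -2.84 and -2.34 with salvianic acid A sodium against pair B, were above 0 against pairs A and C. Camera gave, against pair B, adjusted p = 8.2e-10 and 2.8e-08 for heat shock in the 2 compounds and 4.0e-06 and 1.3e-05 for estrogen-induced genes. Of 24 NRF2 targets 1 rose and 8 fell (2 and 8 adjusted over the list alone) and 5 rose and 8 fell (the same adjusted over the list alone) with salvianic acid A sodium. Camera called this list against both controls, but not with an estimated correlation against all 6 (adjusted p = 0.072 with an estimated correlation). DNA replication and cholesterol synthesis passed against pair B only in both compounds, mitosis in the first (adjusted p = 0.0773 with an estimated correlation) and the unfolded protein response in the second. The heat shock, interferon and estrogen lists also differ between DMSO pairs: in pair A minus pair B, 6 of 15 heat shock genes and 8 of 14 interferon-stimulated genes were lower, and of 27 estrogen-induced genes 2 were higher and 7 lower. Salvianic acid A sodium differed directly from bacopaside I in 7 probe sets.

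With salvianolic acid B, of 9 histone genes 7 rose and 0 fell and 7 rose and 1 fell (both the same adjusted over the list alone), with H2BC21 at 0.73 and 0.46 and H2AC6 at 0.43 and 0.39 (adjusted p = 2.0e-10 and 2.8e-05). Of 28 DNA replication genes, 0 rose and 4 fell (0 and 8 adjusted over the list alone) and 0 rose and 10 fell (the same adjusted over the list alone), of 30 mitosis genes 1 rose and 4 fell (2 and 5 adjusted over the list alone) and 0 rose and 8 fell (1 and 10 adjusted over the list alone), with UBE2C at -0.32 and -0.34, and of 8 aryl hydrocarbon receptor targets 0 rose and 2 fell (0 and 3 adjusted over the list alone) and 0 rose and 3 fell (the same adjusted over the list alone), with CYP1B1 at -0.55 and -0.35 and NQO1 at -0.49 and -0.59. Of 17 ribosome biogenesis genes, 1 rose and 3 fell (1 and 5 adjusted over the list alone) and 1 rose and 4 fell (the same adjusted over the list alone). Camera called these 5 lists against both controls, mitosis not with an estimated correlation against pair A (adjusted p = 0.0677 with an estimated correlation). Interferon-stimulated genes passed against pair A only, heat shock and estrogen-induced genes against all 6 only. Limma called 0 probe sets between salvianolic acid B and astragaloside IV, an unlike compound, with 437 at an unadjusted p under 0.05.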

The CMAP analysis results indicated that four mixtures possessed more positive effects on the therapeutic efficacy of cardiovascular diseases than any other individual components.

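The mixture and tanshinone IIA, the component of the mixture with the longest published list, were compared by a test of the difference itself. It was computed with each treatment over its own DMSO pair and then directly between the arrays, where the controls cancel. Any difference between the 2 sets of arrays stays in the direct comparison. ACTB 3'/5' ratios were 2.04 and 2.56 with the mixture and 6.19 and 7.59 with tanshinone IIA. Without any compound, 9 of 15 heat shock and 11 of 27 estrogen-induced genes were lower in pair A than in pair C. Of 26 integrated stress response genes 1 was higher and 9 were lower in pair A. HSPA6 was higher with the mixture, with log2 differences of 4.28 (standard error 0.56, adjusted p = 9.3e-10) and 5.30 (standard error 0.40, adjusted p = 1.2e-22). So were GADD45A, with 2.07 (standard error 0.22, adjusted p = 4.8e-13) and 1.94 (standard error 0.16, adjusted p = 2.4e-20), CYP1A1 (4.58 and 3.19), ATF3 (1.42 and 1.99), DDIT3 (1.09 and 1.69) and HMOX1 (1.29 and 2.28). EGR3 was lower with the mixture (-4.02 and -3.23), as were INHBA (-3.07 and -1.91), CYP26B1 (-2.68 and -1.91) and RASGRP1 (-1.00 and -3.66). SLC7A11, raised by both, has 3 probe sets. At the one named for the mixture it had 0.41 (standard error 0.44, adjusted p = 0.558) and 0.72 (standard error 0.31, adjusted p = 0.0546) and did not pass; at the one with the highest signal it had 0.59 (standard error 0.435, adjusted p = 0.363) and 0.951 (standard error 0.307, adjusted p = 0.00842) and passed only directly. Of 26 integrated stress response genes, 13 were higher and 2 lower (15 and 3 adjusted over the list alone), and 17 and 1 (17 and 1) in the direct comparison. Of 30 mitosis genes, 14 were higher and 0 lower (16 and 1 adjusted over the list alone), and 23 and 1 (24 and 1). Of 15 heat shock genes, 5 were higher and 1 lower (7 and 1 adjusted over the list alone), and 11 and 0 (12 and 1), and of 27 estrogen-induced genes, 1 was higher and 14 lower (1 and 14 adjusted over the list alone), and 2 and 16 (3 and 16). Of 18 cardiovascular disease genes, 1 was higher and 4 lower (1 and 4 adjusted over the list alone), and 2 and 8 (2 and 8). Over their own pairs 3069 probe sets differed, 1311 higher and 1758 lower with the mixture, and directly 5479, 2353 higher and 3126 lower. Against the other components, 3922 differed from salvianic acid A sodium, 4165 from protocatechuic aldehyde and 3685 from salvianolic acid B over their own pairs, and 7075, 6975 and 6280 directly.

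**Figure D3:**
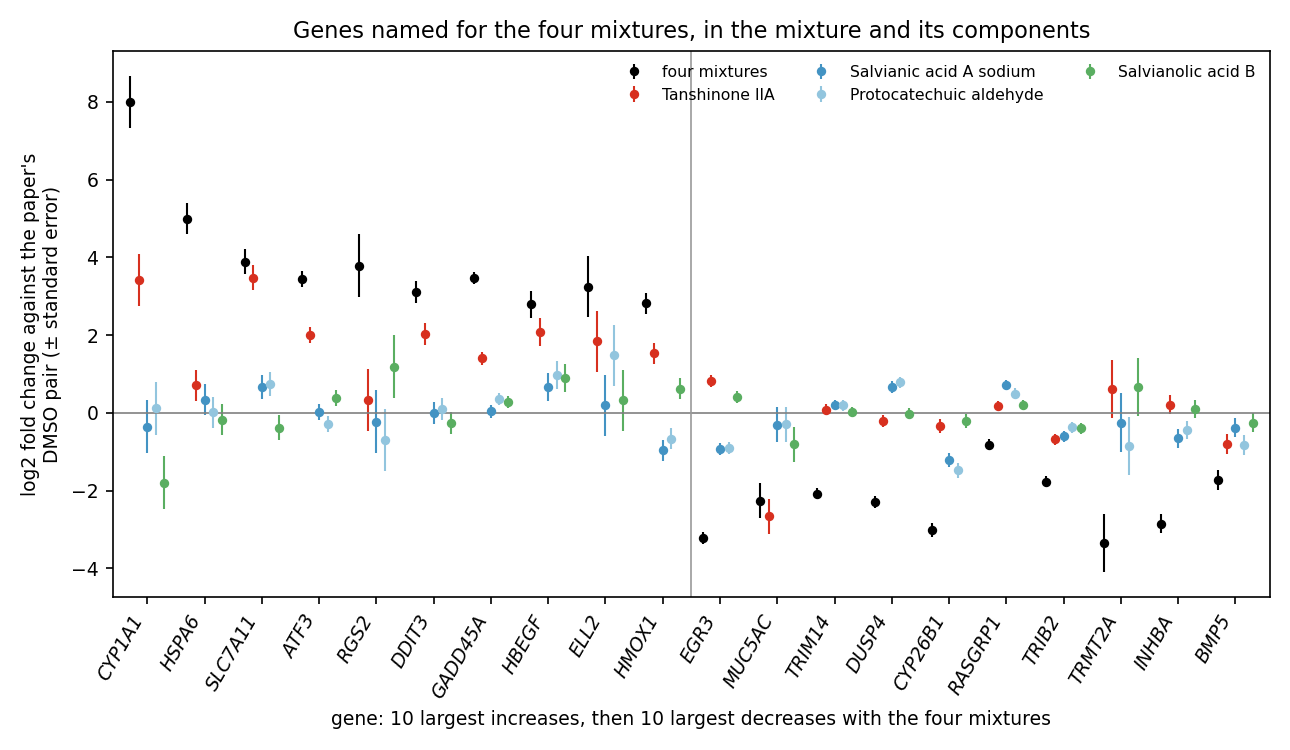
Log2 fold change against the paper's DMSO pair (y axis) of the 20 genes named for the mixture (x axis), in the mixture and in each of its 4 components, 2 arrays each. Bars are standard errors from limma. HSPA6 lies at 5.00 with the mixture and between -0.18 and 0.71 with the components.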

**Table 3:** Results of CMAP analysis.

	Rank	Cmap name	Enrichment	p	Therapeutic Use
Four mixtures	1	phenoxybenzamine	0.981	0	Antihypertensive Agents, Vasodilator Agents
	2	lanatoside C	0.981	0	Cardiovascular Agents
	3	digitoxigenin	0.978	0	Cardiotonic Agents
	5	digoxigenin	0.967	0	Cardiotonic Agents
	7	ouabain	0.962	0	Cardiotonic Agents
	8	digoxin	0.959	0	Anti-Arrhythmia Agents, Cardiotonic Agents
	28	proscillaridin	0.968	0.00004	Cardiotonic Agents
	60	beta-escin	0.663	0.00427	Cardiovascular Agents
	62	bepridil	0.778	0.00464	Anti-Arrhythmia Agents, Vasodilator Agents
	73	strophanthidin	0.738	0.00927	Cardiovascular Agents
	75	tetrandrine	0.733	0.00989	Calcium Channel Blockers
Tanshinone IIA	15	phenoxybenzamine	0.85	0.00072	Antihypertensive Agents, Vasodilator Agents
	17	lanatoside C	0.738	0.00085	Cardiovascular Agents
	23	beta-escin	0.711	0.00167	Cardiovascular Agents
	44	ouabain	0.733	0.00989	Cardiotonic Agents
Salvianic acid A sodium	16	timolol	0.761	0.00621	Anti-Arrhythmia Agents
	17	labetalol	0.761	0.00623	Antihypertensive Agents
	18	fenofibrate	0.847	0.00693	Hypolipidemic Agents
	20	propranolol	0.749	0.0076	Anti-Arrhythmia Agents, Antihypertensive Agents, Vasodilator Agents
protocatechuic aldehyde	12	pronetalol	0.771	0.00539	Antihypertensive Agents
	23	guanabenz	0.676	0.00927	Antihypertensive Agents
Salvianolic acid B	15	benfluorex	0.796	0.00338	Hypolipidemic Agents

We also applied the algorithm of random walk with restart (RWR) to elucidate the synergistic effects of multi-components of Danshen. RWR is a widely accepted algorithm that globally scores each gene in the entire network by computing the effects of seed genes^24–26^. Therefore, we computed the cardiovascular effect scores of the mixture of the four components and each single component separately. In addition, to verify whether their effect scores regarding cardiovascular disease were notable, we computed their Z-scores and compared them with random counterparts. The results are listed in Table 4. The mixture of the four components obtained a high effect score of 0.72, which was much higher than that of any single component. 

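The probe sets of the published lists carry 751 distinct genes for the mixture, 441 for tanshinone IIA, 283 for salvianic acid A sodium, 288 for protocatechuic aldehyde and 147 for salvianolic acid B. These counts take probe sets with 1 gene symbol only, and the paper's reported target numbers in Table 4 are 966, 549, 326, 354 and 170. The lists of the mixture and tanshinone IIA share 116 raised and 23 lowered probe sets, where independent lists would share 11.7 and 2.53. Those of salvianic acid A sodium and protocatechuic aldehyde share 105 and 75. Their control is the same pair, and among tested probe sets, where the lists share 96 and 58, simulated unchanged groups over 1 shared pair shared 51.4 and 34.4 on average in lists of the same sizes. These groups had no set of treated arrays in common, so the excess cannot be read as an effect common to the 2 compounds. Of 18 tested genes of a cardiovascular disease list, 2 rose and 2 fell and 3 rose and 4 fell (both the same adjusted over the list alone) with the mixture, against pair C and against all 6 DMSO arrays. Endothelin 1 (EDN1) fell (-1.50 and -1.47), the angiogenic factor VEGFA rose (0.77 and 1.20), and PLAT, which dissolves clots, fell against pair C (-1.24) but had 0.50 (adjusted p = 0.18) against all 6. With tanshinone IIA, 4 rose and 0 fell and 8 rose and 0 fell (both the same adjusted over the list alone). The adhesion molecule ICAM1 rose (2.64 and 2.08), as did VEGFA (1.31 and 0.95), HMOX1 (1.53 and 0.85) and EDN1 (0.54 and 0.65). With salvianic acid A sodium, 4 rose and 1 fell (the same adjusted over the list alone) and 3 rose and 4 fell (4 and 4 adjusted over the list alone), with protocatechuic aldehyde 3 rose and 1 fell (3 and 3 adjusted over the list alone) and 3 rose and 2 fell (the same adjusted over the list alone), and with salvianolic acid B 1 rose and 1 fell and 3 rose and 1 fell (both the same adjusted over the list alone). This short list is not the paper's set of 301 disease genes, so it says little about that set. Camera did not call it for any of the treatments (adjusted p = 0.992 and 0.998 for the mixture, adjusted p = 0.119 and 0.0745 for tanshinone IIA). Of the 3 tested subunits of the Na,K-ATPase, the target of cardiac glycosides, 1 fell with the mixture against each control.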

An absolute *Z*-score greater than 3 is generally deemed as a threshold, which suggests a statistically significant deviation between the actual value and the random values. Thus, the Z-score of 4.958 for the mixture of the four components was much higher than that of any single component, which suggested that the synergy among the four components is significantly associated with the effects of Danshen on cardiovascular disease. Therefore, the RWR algorithm showed that the synergistic effect of the mixture of the four components on multiple target genes outperforms the effects of single components.

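HMOX1, ATF3 and DDIT3, raised by tanshinone IIA and more by the mixture, and HSPA6, not called for tanshinone IIA (adjusted p = 0.165), are among the genes named for the mixture. The gene expression of the mixture was also set against the sum of the log2 fold changes of its 4 components, probe set by probe set in limma. With every treatment over its own DMSO pair, 2891 probe sets differed from the sum, 1206 above it and 1685 below it. Against all 6 DMSO arrays 5647 differed, 2528 above and 3119 below. Of the probe sets called for the mixture, 53.7% and 50.9% were not called in the same direction for any component. Such probe sets may still have changed in a component, as limma recovered 41.8% of simulated changes of 0.5 log2 units against 1 DMSO pair. These shares therefore do not count changes new to the combination. Raised probe sets shared with tanshinone IIA were 938, with 394.6 by chance, and lowered ones 846, with 370.6, over their own pairs. The sum adds the errors of 4 treatments and the differences of their arrays from the DMSO pairs, its standard deviation across probe sets was 1.07 against 0.56 for the mixture over their own pairs, and the dose of each component within the mixture is not stated. From the higher effect score and Z-score of the mixture in Table 4 the paper proposes that synergy among the components is tied to the effects of Danshen on cardiovascular disease.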

**Table 4:** Effect scores and Z-scores of four mixtures and its single component to cardiovascular disease.

Components	Target number	Effect scores	Z-scores
Four mixtures	966	0.720	4.958
Tanshinone IIA	549	0.396	2.319
Salvianic acid A sodium	326	0.231	1.121
protocatechuic aldehyde	354	0.266	2.274
Salvianolic acid B	170	0.131	1.627

In addition, cardioprotective effect assays were conducted on single compounds and four mixtures to validate the synergistic mechanisms of components. As showed in Fig. 3, hypoxia/reoxygenation (H/R)-induced cell injury significantly reduced cell viability. At concentration of 10 µM, all single compounds and four mixtures could notably protect H9c2 cells from H/R-induced cell injury. The cell viability of four mixtures was higher than that of any single compound. Thereby, four mixtures can exert more cardioprotective effect than single compounds, which sheds light on the synergistic therapeutic mechanisms of TCM components.

**Figure 3:**
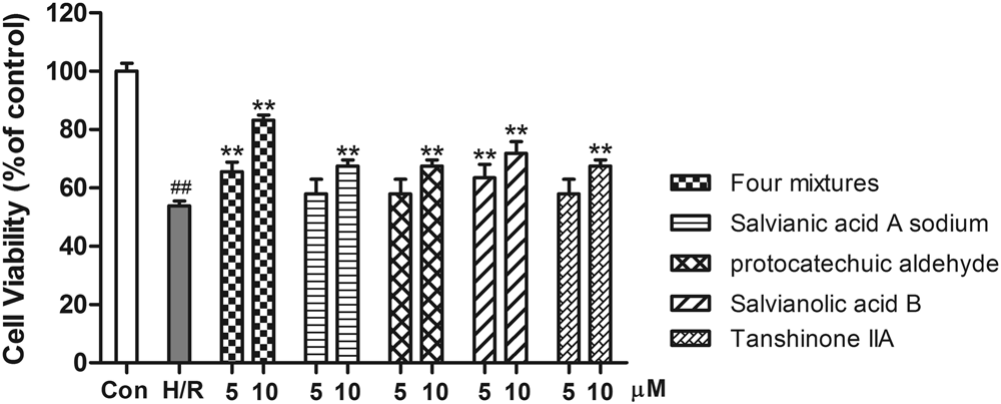
Effects of single compounds and four mixtures on H/R-induced H9c2 cell injury. Cell viability by CCK-8 assay. ^*##*^ *P* < 0.01 vs. Con; **P < 0.01 vs. H/R. Data are shown as the mean ± SD of three independent experiments.

## Discussion

With the application of TCMs in various diseases receiving increasing attention worldwide, more and more efforts have been made to elucidate the mechanisms of TCMs. TCMs are highly diverse, with abundant ingredients, making TCMs a potential repository of molecules for drug discovery. Thus, developing an effective method to investigate the molecular mechanisms of TCMs is necessary. Since the emergence of microarray techniques, gene expression profiling has been widely used in the field of TCMs, and various achievements have been attained using this methodology. Lee *et al*.^27^ used gene expression profiles combined with the CMAP database to elucidate the mechanism of the Chinese herbal medicine berberine, which inhibits global protein synthesis and basal AKT activity and induces endoplasmic reticulum (ER) stress and autophagy. Li *et al*.^28^ adopted gene expression profiles to elucidate the multi-compound, multi-target and multi-pathway mechanism of action of a TCM formula, QiShenYiQi, on myocardial infarction. Therefore, gene expression profiles can provide new insight into the mechanisms of TCMs at the molecular and gene levels.

In this study, we established the gene expression profiles of cells in response to 102 TCM molecules, and this information will likely accelerate progress in understanding the molecular mechanisms of TCMs. Then, we used gene expression profiles combined with the CMAP database to explore the molecular functions of NC. After validation experiments, NC was identified as a topoisomerase I/II inhibitor and a potential new α-adrenoreceptor antagonist. This result indicates that some compounds in TCMs have more than one function and the approach is efficient. In addition, we analyzed the gene expression profiles of four active ingredients in Danshen and elucidated the theory of synergistic action in TCM multicomponent therapeutics. These results demonstrate the reliability and utility of our gene expression profile data. This approach provides an integrative platform to simultaneously analyze a large number of genes associated with TCM ingredients and offers convenience to researchers.

We only selected 102 molecules from TCMs, and these molecules only represent a small part of the numerous compounds in TCMs. In subsequent studies, we will further expand the number of small molecules. Such data will provide more possibilities for research on the molecular mechanisms of TCMs. For example, the theory of detoxification in TCMs is that it occurs mainly through herbal ingredient interactions, which can likely be elucidated by analyzing the gene expression profiles of molecules at the gene level. In the future, the gene expression profiles of cells in response to TCM components can help researchers to perform their own bioinformatics analyses to clarify the mechanisms of action of TCMs in real time. In short, this is just the beginning, and additional outcomes will depend on the use of the data.

## Methods

### The establishment of gene expression profiles of TCM components

#### The selection of components in TCMs

We selected 102 small molecules that are commonly found in Chinese herbs and TCM formulae, such as *Radix Salviae Miltiorrhizae*, *Rhizoma Coptidis*, and Shexiang Baoxin Pill. Most of these 102 compounds are the quality control components of TCMs from the China Pharmacopoeia and are selected to represent a broad range of activities and diverse structures.

#### Cell lines

The gene expression profile data for 102 molecules were produced for MCF7 cells. MCF7 cells are commonly used in the worldwide laboratories as a reference cell line, have clear biological characteristics, remain stable after prolonged culture, and can be cultured in microplates. In addition, MCF7 is the one of the main cell lines used in the CMAP database^4^. Furthermore, the MCF7 cell line was procured from American Type Culture Collection (ATCC) and cultured in MEM/EBSS (Hyclone) supplemented with 10% foetal bovine serum, 1 mmol/L sodium pyruvate, 0.1 mmol/L MEM non-essential amino acids, 100 unit/mL penicillin, and 100 mg/mL streptomycin in an incubator containing 5% CO_2_ at 37 °C.

#### Small molecule-treated cells

The gene expression profiles can be affected by the concentration and duration of compound treatment. According to the CMAP database, the concentration of small molecules was set at a single dose of 10 μM, which is also internationally recognized as a reasonable concentration for high-throughput screening^4^. Simultaneously, the cell’s survival rate was investigated upon treatment with compounds at a concentration of 10 μM using the MTT assay. If the cell survival rate was <40%, the number of cells could not meet the needs of microarray analysis. Therefore, the concentration of compounds was decreased to 1 μM until the cell survival rate was >40%. 

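Replicate arrays of a treatment correlated across probe sets with Pearson's r from 0.977 (oleanic acid) to 0.992 (benzoylhypaconitine), with a median of 0.986 over 104 pairs of arrays. Between 3494 and 5200 of 22215 probe sets lay at least 2-fold apart between the replicates of a treatment, with a median of 4266. CYP1A1 shows the spread at a low and a high level: with DMSO its signal ranged from 3.15 to 52.3, and with the mixture it was 2639 ± 50.5 (SD, n = 2). SERPINA3, an abundant serpin, ranged from 4284 to 13700 over the 6 DMSO arrays, and with salvianic acid A sodium it was 1540 ± 24.2 (SD, n = 2). The correlation is taken across probe sets, which are not independent replicates, and the number of arrays limits the precision of each value.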

For each compound, the duration of the treatment was 12 h and two biological replicates were performed. Full details of small molecules and treatment conditions are provided in Table 1.

#### RNA isolation and quality

After pre-treatment, MCF7 cells were harvested and total RNA was extracted using TRIzol reagent (Life Technologies, Carlsbad, CA, US) according to the manufacturer’s instructions. To control the quality and purity of isolated total RNA, formaldehyde agarose gel electrophoresis and spectrophotometry (NanoDrop, Wilmington, DE, USA) were performed. Moreover, DMSO-treated cells were selected as a control.

#### Microarray analysis

The gene expression profiles were assessed using microarray technology with Affymetrix Human Genome U133A 2.0 (Santa Clara, CA, US), which was used in numerous studies, covering 18,400 transcripts and including 14,500 characterized human genes^29–31^. Total RNA was purified using a QIAGEN RNeasy Kit (GmBH, Germany) according to the manufacturer’s protocols, and biological duplicates were employed for each cell line. Then, total RNA was used to generate double-stranded cDNA and biotin-labelled cRNA. Following fragmentation, cRNA products were hybridized to an Affymetrix Human Genome U133A 2.0. GeneChip array, and hybridized arrays were washed and stained using a GeneChip® Hybridization, Wash and Stain Kit (Affymetrix). Finally, the fluorescent signals were measured with the GeneChip® Scanner 3000 (Affymetrix).

The data from this publication have been deposited in NCBI’s Gene Expression Omnibus (GEO series accession number: GSE85871). Raw data (CEL files) were normalized by MAS 5.0 algorithm, Gene Spring Software 11.0 (Agilent Technologies, Santa Clara, CA, US). Subsequently, quality control (QC) analysis was performed on the expression data, including overview of QC analysis, quality on-chip analysis, comparative analysis among multiple samples, PCA, and RNA degradation analysis, by using the affy package in R language. The results indicated that all data met the requirements for bioinformatics analysis.

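The 208 mapped arrays had median signals from 74.3 to 110, and 39 to 415 of their probe sets lay at the lowest value of 1. The 3'/5' ratio was 0.937 to 1.97 for GAPDH, with a median of 1.19, and 1.68 to 17.8 for ACTB, with a median of 6.00. No array was a copy of another. The ratios of both arrays of DMSO pair B lay apart from those of the other 4 DMSO arrays: 1.79 and 1.69 against 1.04 to 1.17 for GAPDH, and 15.5 and 16.4 against 2.49 to 3.72 for ACTB. No single DMSO array stood apart in median signal or in probe sets at the lowest value, by the gap of the outermost array over the range (at most 0.32, below Dixon's critical value), which cannot detect 2 arrays that lie apart together. Of the markers of cells other than MCF7, CAV1 of the basal or mesenchymal list had the highest DMSO signal at 4213, and HBB, a hemoglobin, had the highest of the blood list at 55.0.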

### Similarity search against the CMAP

In the investigation of the function of a small molecule, a similarity search against the CMAP was performed. For each treatment of one compound (one treated versus the corresponding DMSO pair), Fold Change was used to filter the differential expression probes which was calculated as follows: first of all, average normalized expression values were calculated for two replications for each small molecule and DMSO; second, Fold Change was represented by average normalized expression value of treatment divided by the average normalized expression value corresponding to DMSO. Then, differential expression probes were selected according to fold change (e.g., FC ≥2 or ≤0.5), the criteria used for filtering the differential expression probes were consistent among the small molecules. 

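By this rule, without a filter, the ratio of mean signals selected 2456 raised and 3396 lowered probe sets for nitidine chloride against pair B, 3702 in all for the mixture against pair C and 3625 for tanshinone IIA against pair A. For salvianic acid A sodium and protocatechuic aldehyde it selected 3825 and 3880 against pair B, and for salvianolic acid B 2769 against pair A. The same rule applied to DMSO pairs selected 3631 probe sets between A and B, 3247 between A and C and 3736 between B and C. TOP1 and TOP2A with nitidine chloride, with ratios under 2-fold, are outside its list, while CYP1A1, GDF15 and VPS13B are within it. Among the published probe sets the smallest ratio was 3.00 for nitidine chloride, 2.00 for salvianic acid A sodium and 2.00 for the mixture, each against the paper's pair. Of the published probe sets that limma tested, 796 of 835 were called in the published direction for the mixture, 415 of 452 for tanshinone IIA, 238 of 264 for salvianic acid A sodium, 252 of 299 for protocatechuic aldehyde and 69 of 98 for salvianolic acid B against the paper's pair, and none in the opposite direction.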

The gene-expression signature of the compound was represented by two sets (‘up-’ and ‘down-’ probe sets, saved as. grp files and required as the inputs for CMAP), which was made up by the significant up/down regulation probes respectively. The query in the CMAP was performed as a “quick query” in the query section of http://portals.broadinstitute.org/cmap/.

### Topoisomerase I/II inhibitory activity assay

Topoisomerase I/II inhibitory activity assays were conducted according to the procedure described in a previous study^32^. Compound concentrations, pBR322 plasmid DNA (0.25 μg) and 1 unit of TopI (TaKaRa Biotechnology Co., Ltd., Dalian) were combined in a final volume of 20 μL buffer (35 mM pH 8.0 Tris-HCl, 72 mM KCl, 5 mM MgCl_2_, 5 mM dithiothreitol, 5 mM spermidine, 0.1% bovine serum albumin). Then, the mixed reaction buffers were incubated for 15 min at 37 °C and stopped by the addition of 2 μL of 10× loading buffer. The samples were analyzed by electrophoresis on a 0.8% agarose gel in TAE (Tris-acetate-EDTA) for 1 h and then stained with 0.5 μg/mL of ethidium bromide for 30 min. Finally, the DNA band was visualized using UV light and photographed with a *G*:*BOX* gel imaging system (Gene Co., Ltd., Hong Kong).

The DNA TopIIα inhibitory activity of the compounds was measured using a Topoisomerase IIα Drug Screening Kit (TopoGEN, Inc.). Compound concentrations, pBR322 plasmid DNA (0.25 μg) and 0.75 unit of TopII were combined in a final volume of 20 μL buffer (50 mM pH 8.0 Tris-HCl, 150 mM NaCl, 10 mM MgCl_2_, 5 mM dithiothreitol, 30 μg/Ml bovine serum albumin, 2 mM ATP). Then, the following experimental procedures were performed according to Topoisomerase I inhibitory activity assay.

### Adrenaline reversal experiments

Male Sprague-Dawley rats (300–350 g) were obtained from the Slac Laboratory Animal Co., Ltd. (Shanghai, China), and given free access to tap water and food pellets. All animal experiments were carried out under standard conditions according to the guidelines for the Care and Use of Laboratory Animals of the National Institutes of Health and were approved by the Committee on the Ethics of Animal Experiments of the Second Military Medical University, China. The animals were anesthetized with urethane (1 g/kg) with minimal suffering. Mean blood pressure was continuously monitored from a cannulated carotid artery using a pressure transducer to a polygraph (Alcott Biotech Co., Ltd. Shanghai). All care was taken that animals could breathe normally. Adrenaline and NC were administered through a catheter inserted into the tail vein. Experiments were performed only after completion of the operative procedures to permit arterial blood pressure to stabilize.

Animals were randomly divided into five groups. Group A rats received a single injection of adrenaline (5 μg/kg). Group B, C, and D rats received an injection of NC (0.01, 0.025, and 0.1 mg/kg, respectively) after a 2-min injection of adrenaline (5 μg/kg). Group E rats received a single injection of NC (0.1 mg/kg). After the experiments, all animals were sacrificed by tail vein air injection.

### RWR-based evaluation of compounds’ effect

#### Data preparation

In total, 301 distinct genes associated with cardiovascular diseases were collected by searching the key word “Cardiovascular Disease” in a plugin of Cytoscope, DisGeNet. In addition, Version 10 of the STRING database was employed as a resource of the PPI network. We extracted interactions with confidence scores greater than 0.9 or target-related edges with maximum scores. Thus, a PPI network was constructed, and its greatest weighted component had 10,270 nodes and 176,739 edges.

#### RWR algorithm

RWR can globally score seed genes’ effects on each gene in the entire network and can be denoted as follows:

1 $${{\chi }}^{{t}+{1}}=({\rm{1}}-{r}){P}{{\chi }}^{{t}}+{r}{{\chi }}^{{0}},$$

where P is the column-normalized adjacency matrix of the network, *χ* ^0^ is the initial vector that indicates the seed nodes’ strength, and *χ* ^*t*^ denotes a probability vector in which the *i*th element holds the chance of the walker being at *v*_*i*_ node at step t. Parameter r indicates a restart probability indicating the likelihood that the walker will return to seed set at step t. In practice, 0.3 is an optimal value. A steady state of *χ* ^*t*^ will be reached after performing the eq. (1) iteratively with sufficient time, which can disclose to which extent each node is affected by seed nodes.

In this paper, disease genes and differentially expressed genes under the treatment of the molecules are regarded as seed nodes separately. To calculate disease effect, the corresponding component of the disease gene in the initial vector is *χ* ^*0*^(*v*) = 1. To compute drug effect, if node *v* is a drug target, we define its corresponding component in the initial vector *χ* ^*0*^ as *χ* ^*0*^(*v*) = 0.01. After running the RWR with these initial vectors, we obtain the drug and disease effect vectors *χ*_*drug*_ and *χ*_*disease*_, respectively. Then, we compute the inner product between the effect vectors of drug and disease to measure how the drug-affected network and disease-affected network overlap. The equation is

2 $${s}=\langle {{\chi }}_{{disease}}{,}{{\chi }}_{{drug}}\rangle .$$

To measure the statistical significance of the score *s*, we randomly generate 1000 counterparts that have the same number of drug targets and calculate *s* scores. Suppose $$\bar{{s}}$$ and Δ*s*_*r*_ are the mean and standard deviation of these random counterparts’ scores, respectively. Then, the z-score can quantify the score difference among the original seed set and counterparts as follows:

3 $${\rm{Z}}=\frac{{s}-{\bar{{s}}}_{{r}}}{{\rm{\Delta }}{{s}}_{{r}}}.$$

Typically if the z-score is greater than 3, the drug can be considered as exhibiting statistically stronger effects than random cases.

### Cardioprotective effect assay

Cardioprotective effect assays were performed by determing the effects of single compounds and four mixtures against H/R-induced H9c2 cells injury. Rat H9c2 cardiomyocyte cell line was obtained from Chinese Academy of Sciences Cell Bank (Shanghai, China) and maintained in DMEM supplemented with 10% foetal bovine serum at 37 °C in CO_2_ incubation. To mimic the ischemic injury *in vitro*, H9c2 cells were placed in a humidifed chamber containing the cells with 95% N_2_ and 5% CO_2_ for 4 h and maintained in serum-free and glucose-free DMEM. Then, the cells were transferred to normal conditions for 20 h and cultured in routine culture medium to achieve reoxygenation. The single compounds and four mixtures (1:1:1:1) were added 1 h before the hypoxia period. Cell viability was determined by Cell Counting Kit-8 assay (CCK-8; Dojindo, Kumamoto, Japan).

## Electronic supplementary material

Dataset 1

Dataset 2

How the deposited data were processed for this re-analysis (not part of the article)

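Gene expression was measured on Human Genome U133A 2.0 arrays in MCF7 cells treated for 12 h. The deposited table holds 212 arrays, of which 208 were mapped: 100 compound entries and the mixture on 2 arrays each, and 6 DMSO arrays in 3 pairs. The other 4 arrays carry 2 compound names that Table 1 does not list and were left out, and glycyrrhizic acid was kept as 2 entries. The authors made the deposited values with MAS 5.0 and GeneSpring 11.0, and the values are log2 of scaled signals, with a lowest signal of 1. The files hold no raw intensities, so the background correction and scaling of MAS 5.0 could not be repeated.

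The values were converted back to signals, and 4.32, the 10th percentile of all signals, was added before taking log2. Of 22277 probe sets 62 controls were left out, and 13614 of the remaining 22215 were above the median (50th percentile) of their array in at least 2 arrays. Gene symbols came from the platform annotation of 2016: 19064 probe sets carry 1 symbol, 1043 several and 2108 none. One model was fitted in limma 3.58.1 under R 4.3.3 with a term for each of 104 conditions, a trend in the prior variance and 104 residual degrees of freedom. Each DMSO pair was a condition of its own, so standard errors and p values leave out the spread between DMSO pairs. Adjusted p values are those of Benjamini and Hochberg. Every treatment was compared with the mean of the 3 DMSO pairs, and the 6 treatments with a published list also with the paper's pair. Pairs of treatments were compared directly. Lists of genes were tested with limma's camera at a preset correlation of 0.01 and again with an estimated correlation, over 156 tests of 26 lists in 6 comparisons. Each gene in a list is read from 1 probe set, the one with the highest mean signal, which leaves 8056 genes.

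The fold-change lists use the thresholds of the paper's methods: the ratio of the mean of 2 treated arrays to the mean of the DMSO arrays, at least 2 or at most 0.5, with no test. The paper divides by the corresponding DMSO pair; here the ratio is taken to all 6 DMSO arrays and also to each pair. Genes named for a treatment with a published list are the 10 largest increases and the 10 largest decreases among called probe sets with 1 gene symbol and both treated arrays beyond the DMSO arrays, then the 4 largest changes of a list, and the topoisomerase and adrenoceptor genes whatever their values. For the other compounds the 3 largest changes in each direction are named by the same rule. Some further genes of these compounds were picked outside that rule, such as TNFAIP3 with narciclasine and CCNE2 with berberine. Each treatment has 2 arrays, and their number limits the precision of every value. The fit was tested on simulated data with 200 changed probe sets: against all 6 DMSO arrays it recovered 49.3% of changes of 0.5, 74.6% of changes of 1 and 100% of changes of 2 log2 units, and 6 of 155 calls were false. The simulated treatment did not differ from the DMSO arrays as a set of arrays, so false calls from that source are not counted. Alternatives were other control arrays, quantile normalization, no filter and a stricter filter at the 70th percentile, no pseudocount and one of 17.8, fits on the arrays of a comparison alone, the replicate number as a term, leaving out each array in turn, and for the ratio a filter or geometric means. The Connectivity Map, the protein network and the disease gene scores of the paper are not in the files and were not used. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.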

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

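In this part the tests of effects particular to 7 compounds were chosen after the result was seen. Each of the following treatments, which the paper lists but does not analyse further, had more called probe sets against every DMSO pair than the 3442 called between DMSO pairs B and C, the largest number between DMSO pairs. The lowest count over the 3 pairs was 8275 for narciclasine, 7697 for bruceine D, 7471 for japonicone A, 6758 for 1β-hydroxyalantolactone, 5738 for britanin and 5350 for berberine. It was 3977 for borneol, 3825 for isoborneol, 3956 for ginsenoside Rb2, 3635 for hyodeoxycholic acid, 3546 for cinnamaldehyde, 3451 for ginsenoside Rb3 and 3548 for muscone.

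Borneol and the other compounds of its group, from isoborneol to muscone, are mostly unlike in structure, yet their direct comparisons call few probe sets. Direct comparisons between compounds of different structural families within the group gave a median of 34 probe sets, from 12 to 437 over 19 comparisons, below the bound of 500 set for an array set that differs from all 3 DMSO pairs. Effects particular to the 7 compounds are argued against. With the group and a treatment taken against different DMSO pairs, 8 treatments outside it followed its rises and falls: deoxycholic, cholic, ursodeoxycholic, chenodeoxycholic and cinnamic acid, ginsenosides Re and Rc and benzyl benzoate. Of the group's probe sets 36.5 to 72.8% were called with the same sign in them and 0.799 to 3.26% with the opposite one, where independent calls would give 10.4 to 19.3%, and 5 such treatments were set as the bound. The lowest counts of these 8 treatments over the 3 DMSO pairs ran from 2827 to 3442, at or below the cut that set the group. They therefore bear only on effects limited to the 7 compounds. All but benzyl benzoate are structural relatives of compounds in the group, so effects of this wider group stay open. This was the last of 4 forms of the test. The first, on the 100 most frequent probe sets over shared controls, gave 99 to 100% for the same 8 treatments and 82% for salvianic acid A sodium, but rests on probe sets chosen for the group. The second, for salvianic acid A sodium over different DMSO pairs, gave 25.6 to 58.8%, around its bound of 50%. The third, in which no outside treatment reached the 43% of the lowest of the 7, was void because the group was chosen by its number of called probe sets. A set of arrays handled together, whatever the compound, may account for most of these calls. A change that many unlike compounds cause at this dose stays open, since no DMSO pair is known to belong to this set.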

How the results depend on the processing

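The comparisons over the paper's DMSO pairs, the threshold of 3 and the count of every symbol of a probe set were chosen after the values were seen; the other alternatives were planned. The control arrays moved many results, and the cause was not tested. Against all 6 DMSO arrays 3712, 3364 and 2630 probe sets were called for salvianic acid A sodium, protocatechuic aldehyde and salvianolic acid B, but 2099 against pair B for the first and 2213 and 1223 against pair A for the others. Over their own pairs, 3069 probe sets differed between the mixture and tanshinone IIA and 2891 between the mixture and the sum of its components. The fold-change list held 4995 probe sets for the mixture, 4231 for tanshinone IIA and 3608 for salvianolic acid B against pair B, and 3380 for the last against pair C. Of 236 named genes, 197 kept direction and call against pair A alone, 213 against pair B and 221 against pair C; 34, 23 and 12 were no longer called, and the rest reversed. For genes named as largest changes the rule fixes the direction, since both treated arrays must lie beyond all 6 DMSO arrays. The value of ADRA2C with nitidine chloride, not called, was -0.15 against pair A. IFI27 with salvianic acid A sodium was at 0.33 against pair A and 0.21 against pair C, and IFI6 with salvianic acid A sodium at 0.32 and 0.25. IFI27 with protocatechuic aldehyde was at 0.031 against pair A, and IFI6 with protocatechuic aldehyde at 0.29 against pair A and 0.22 against pair C. Of 312 list counts, 94, 90 and 86 moved by over 1.5 times against pairs A, B and C.

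Dim probe sets passed the ratio rule more often than the rest. A filter on them, which kept 13614 of 22215 probe sets, therefore shortened the fold-change lists by a larger share. Against all 6 DMSO arrays they then held 2119 probe sets for nitidine chloride, 1148 for the mixture, 623 for tanshinone IIA, 439 for salvianic acid A sodium, 416 for protocatechuic aldehyde and 195 for salvianolic acid B, and against the paper's pairs 2305, 1062, 672, 542, 566 and 258, or 866, 243, 147, 149, 160 and 61 with a threshold of 3. Between DMSO pairs they held 419 (A and B), 442 (A and C) and 697 (B and C). Fits on 4 arrays alone, with few residual degrees of freedom, called 1078 probe sets for salvianic acid A sodium, 1286 for protocatechuic aldehyde and 225 for salvianolic acid B, and a fit on the arrays of the last with all DMSO arrays called 1545. With quantile normalization, matrine and oxymatrine differed in 15 probe sets, hypaconitine and benzoylhypaconitine in 32, and deoxycholic and ursodeoxycholic acid in 45, and 23 of 312 list counts moved. It lowered the share of raised among the called probe sets of tanshinone IIA from 56.8% to 47.2%. No filter, a stricter filter, the other pseudocounts and geometric means moved no total count of probe sets by over 1.5 times, but geometric means moved the raised part of the fold-change list of tanshinone IIA from 1499 to 2299 and that of salvianolic acid B from 639 to 1117. Nor did every symbol of a probe set move the target numbers (869 for the mixture). With the replicate block 28 counts, 236 named genes and 312 list counts stayed the same (7878 probe sets for nitidine chloride); replicate numbers do not pair the arrays, as residuals of equal number had a mean correlation of 0.0006 over 5356 pairs of conditions.

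Leaving out 1 array moved 19 counts and left 145 within 1.5 times; the lone array of a treatment is assumed to vary like the other groups. Against all 6 DMSO arrays the calls ranged over 6519 to 7735 for nitidine chloride, 3573 to 5561 for tanshinone IIA, 2154 to 3613 for salvianic acid A sodium, 1935 to 3252 for protocatechuic aldehyde and 1295 to 2583 for salvianolic acid B. Against the paper's pair the last 4 ranged over 2829 to 3406, 1344 to 1533, 1436 to 1629 and 438 to 924. The fold-change lists of the last 3 against all 6 ranged over 2940 to 4582, 2890 to 4340 and 2262 to 3688. The arrays behind these moves were tanshinone IIA replicate 1 (3573 against all 6 and 2829 against the pair), salvianic acid A sodium replicate 2 (2154 and 1344) and replicate 1 (list of 4582), and protocatechuic aldehyde replicate 1 (1935 and 1514) and replicate 2 (2146 and 1436, list of 4340). They also were salvianolic acid B replicate 1 (1702, list of 3405) and replicate 2 (1295 and 438, list of 3688), DMSO pair B replicate 1 (1385 for salvianic acid A sodium and 1548 for protocatechuic aldehyde) and DMSO pair A replicates 1 and 2 (471 and 667 for salvianolic acid B). Probe sets near background limit the precision of large ratios.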

Differences from the paper's values

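The filter together with the paper's DMSO pair, and with a threshold of 3, were chosen after the values were seen. The ratio rule of the paper's methods, at least 2 or at most 0.5, was applied to all probe sets against all 6 DMSO arrays. For nitidine chloride it selected 4911 probe sets, 1543 raised and 3368 lowered, and the paper's list holds 752, 173 raised and 579 lowered. For the mixture it selected 3171 probe sets, 1406 raised and 1765 lowered, and the paper's list holds 992, 569 raised and 423 lowered. For tanshinone IIA it selected 2734 probe sets, 1499 raised and 1235 lowered, and the paper's list holds 589, 456 raised and 133 lowered. For salvianic acid A sodium it selected 2926 probe sets, 1047 raised and 1879 lowered, and the paper's list holds 360, 213 raised and 147 lowered. For protocatechuic aldehyde it selected 2883 probe sets, 1053 raised and 1830 lowered, and the paper's list holds 388, 218 raised and 170 lowered. For salvianolic acid B it selected 2221 probe sets, 639 raised and 1582 lowered, and the paper's list holds 173, 98 raised and 75 lowered. Against the paper's DMSO pair, whose choice for each compound came after seeing the values, the same rule selected 2456 raised and 3396 lowered probe sets for nitidine chloride, 1925 and 1777 for the mixture, 2512 and 1113 for tanshinone IIA, 1931 and 1894 for salvianic acid A sodium, 1943 and 1937 for protocatechuic aldehyde and 1453 and 1316 for salvianolic acid B. The balance of raised and lowered probe sets also depends on the mean and the normalization: against all 6 DMSO arrays the mixture had 2083 raised and 1496 lowered with geometric means, and tanshinone IIA 901 and 1843 with quantile normalization.

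Of the alternatives set before the data were examined, the filter of the limma fit brought the following within 1.5 times of the paper's values: the mixture (1148 probe sets, 558 raised and 590 lowered), tanshinone IIA (623, 439 and 184), protocatechuic aldehyde (416, 187 and 229), salvianolic acid B (195, 96 and 99), and the total and the raised probe sets of salvianic acid A sodium (439 and 175), but not its lowered ones or any count of nitidine chloride. Each DMSO pair alone, quantile normalization and the ratio of geometric means left every count more than 1.5 times the paper's. With the filter and the paper's DMSO pair together, chosen after seeing the values, the mixture (1062, 587 and 475) and tanshinone IIA (672, 500 and 172) fell within 1.5 times. So did the total and lowered probe sets of protocatechuic aldehyde (566 and 236), the total and raised ones of salvianolic acid B (258 and 144) and the raised ones of salvianic acid A sodium (311), while the other counts did not. With a threshold of 3 as well, also chosen after seeing the values, nitidine chloride gave 866 probe sets, 230 raised and 636 lowered. The filter drops 70 of the paper's own probe sets for nitidine chloride, 157 for the mixture, 137 for tanshinone IIA, 96 for salvianic acid A sodium, 89 for protocatechuic aldehyde and 75 for salvianolic acid B.

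The paper states that the criteria were the same for all molecules; the smallest ratio among its probe sets was 3.00 for nitidine chloride and 2.00 for salvianic acid A sodium. The paper gives its query as 752 genes; these are probe sets, and those with 1 symbol carry 531 distinct genes.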

Other observations

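In this part the tests of the integrated stress response against differences between DMSO pairs and of the array set of salvianolic acid B were chosen after the result was seen, as were the direct comparisons with every other treatment. Narciclasine, an alkaloid, raised inflammatory genes: the chemokine CCL2 had a log2 fold change of 9.49 (standard error 0.54, adjusted p = 7.8e-33) against all 6 DMSO arrays, TNF 6.67 and TNFAIP3, an inhibitor of NF-κB, 5.32. All 16 tested NF-κB targets were higher with it, also adjusted over the list alone, while DKK1 (-3.95) and IGFBP5 (-4.15) were lower. Bruceine D raised CCL2 (6.05) and KMO (5.43); of the NF-κB targets, 12 rose and 0 fell (13 and 0 adjusted over the list alone). Japonicone A raised HMOX1 (6.96), HSPA6 (5.61) and KRT16 (5.50) and lowered TNFRSF11B (-5.27) and TXNIP (-4.75). With it all 30 mitosis genes were lower, among them CDK1 (-3.32), and all 15 heat shock genes were higher. Britanin raised SLC7A11 (6.05), HMOX1 (5.99) and EPAS1 (3.34); of 24 NRF2 targets, 22 rose and 0 fell (the same adjusted over the list alone).

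Alantolactone and 1β-hydroxyalantolactone, which carries a further hydroxyl group, differed at 10 μM in 6441 probe sets, 1558 of them by at least 2-fold. HMOX1 was higher with the hydroxylated compound by 6.19 (standard error 0.27, adjusted p = 9.2e-42), SLC7A11 by 4.70 and TXNRD1, thioredoxin reductase, by 2.43. The interferon-stimulated gene IFIT1 had a difference of -4.94 (standard error 0.81, adjusted p = 1.3e-07). It had a log2 fold change of 3.51 with alantolactone against all 6 DMSO arrays. Alantolactone had 68 called probe sets against pair B and 3518 against pair C. ACTB 3'/5' ratios were 15.0 and 12.8 with alantolactone and 8.87 and 9.30 with the hydroxylated compound. With alantolactone HMOX1 had -0.23 (adjusted p = 0.549) against all 6 DMSO arrays. Other analogs at the same dose differed in fewer probe sets. Unlike compounds could differ as little, as borneol and ginsenoside Rb3 did in 12 probe sets and salvianolic acid B and astragaloside IV in 0. Low counts between analogs are therefore no evidence that similar structures act alike. Limma called 0 between magnolol and honokiol (729 at an unadjusted p under 0.05) and 0 between chenodeoxycholic and ursodeoxycholic acid (634). It called 2 between saikosaponins A and D, INSIG1 and SCD, named after their values were seen, 14 between borneol and isoborneol, 9 between alantolactone and isoalantolactone, 9 between matrine and oxymatrine and 15 between cinnamaldehyde and cinnamic acid. There were 70 between deoxycholic and ursodeoxycholic acid and 138 between hypaconitine and benzoylhypaconitine, and at 1 μM 47 between bufalin and telocinobufagin and 19 between bufotaline and cinobufotalin. The 95% interval of the difference lay within 2-fold for 84.3 to 87.4% of probe sets in these pairs, and its median margin on either side was 0.323 on the log2 scale. Aconitine and benzoylaconitine differed in 2703 probe sets, and their ACTB 3'/5' ratios were 5.53 and 5.80 with aconitine and 3.09 and 2.91 with benzoylaconitine.

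Chelerythrine and sanguinarine, benzophenanthridine alkaloids like nitidine chloride, were given at 1 μM and nitidine chloride at 10 μM, so the doses differ. CYP1A1 had a log2 fold change of 7.19 with nitidine chloride, 3.70 with sanguinarine (adjusted p = 9.5e-08) and 1.89 with chelerythrine (adjusted p = 0.0106, called against 1 of the 3 DMSO pairs). CDKN1A had -0.17 with both at 1 μM (adjusted p = 0.0891 with sanguinarine and 0.0969 with chelerythrine) against all 6 DMSO arrays, and was called against 2 of the 3 DMSO pairs with each. Chelerythrine and sanguinarine differed in 11 probe sets. The 6 bufadienolides at 1 μM had 24 to 70 called probe sets against pair B but 2991 to 3277 against pair C. By a connectivity score computed within the series, with the published list of the mixture as the query and DMSO pairs other than its own as controls, japonicone A (0.848) and tanshinone IIA (0.826) scored highest, then narciclasine (0.796), berberine (0.733) and bruceine D (0.602), where simulated groups without change gave -0.235 to -0.16. These simulated groups held no difference of a set of treated arrays from the DMSO pairs. By the same score the 6 bufadienolides ran from -0.228 for bufalin to 0 for resibufogenin. Each of them scored 0 against all 6 DMSO arrays.

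The rise of the integrated stress response with the mixture was weighed against differences between DMSO pairs and against dose. The smallest median of the list over the 3 DMSO pairs was 0.891, above 2 times the largest shift of the list between DMSO pairs, 0.293, which argues against DMSO pairs as the cause. The slope of the mixture on tanshinone IIA over 4333 probe sets called for tanshinone IIA was 0.494 (standard error 0.012), which lies at the bound of 0.5 set for a differing dose before the slope was seen and within its error of it; the allowance for the error was made after the slope was seen. Noise in the tanshinone IIA values and the other components can also lower the slope, so it cannot decide on dose. Read as dose, it stands for less tanshinone IIA in the mixture, and so for smaller rises if effects grow with dose. Of the 26 genes, 13 were higher and 2 lower with the mixture than with tanshinone IIA over their own pairs. These values argue against a lower dose as the cause of the rise. A higher dose of each component cannot be told apart from an effect of combining them. That the combination itself raises these genes may be true, but was not tested apart from dose.

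Salvianolic acid B was weighed in the same way. Of 93 compounds that are no caffeic acid derivatives, 10 differed from it in under 100 probe sets, and limma called 0 for 6 of them, among them gastrodin (498 at an unadjusted p under 0.05) and saikosaponin A (683). A set of arrays that differs from the DMSO arrays whatever the compound may account for most of its calls. An effect of salvianolic acid B that these compounds share stays open.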
